# Triacylglycerol synthesis enhances macrophage inflammatory function

**DOI:** 10.1038/s41467-020-17881-3

**Published:** 2020-08-14

**Authors:** Angela Castoldi, Lauar B. Monteiro, Nikki van Teijlingen Bakker, David E. Sanin, Nisha Rana, Mauro Corrado, Alanna M. Cameron, Fabian Hässler, Mai Matsushita, George Caputa, Ramon I. Klein Geltink, Jörg Büscher, Joy Edwards-Hicks, Erika L. Pearce, Edward J. Pearce

**Keywords:** Metabolomics, Monocytes and macrophages

## Abstract

Foamy macrophages, which have prominent lipid droplets (LDs), are found in a variety of disease states. Toll-like receptor agonists drive triacylglycerol (TG)-rich LD development in macrophages. Here we explore the basis and significance of this process. Our findings indicate that LD development is the result of metabolic commitment to TG synthesis on a background of decreased fatty acid oxidation. TG synthesis is essential for optimal inflammatory macrophage activation as its inhibition, which prevents LD development, has marked effects on the production of inflammatory mediators, including IL-1β, IL-6 and PGE2, and on phagocytic capacity. The failure of inflammatory macrophages to make PGE2 when TG-synthesis is inhibited is critical for this phenotype, as addition of exogenous PGE2 is able to reverse the anti-inflammatory effects of TG synthesis inhibition. These findings place LDs in a position of central importance in inflammatory macrophage activation.

## Abstract (web summary)

As macrophages switch to a proinflammatory gylcolytic state they start to generate triglyceride-rich lipid droplets, but what function these droplets have in this context is not clear. Here the authors show that this triglyceride synthesis is requisite for prostaglandin E2 production and subsequent inflammatory activation.

## Introduction

Macrophages are integral to most tissues. Foam cells, macrophages with lipid droplets (LDs) which are stores of triacylglycerols (TGs) and cholesterol esters (CEs), are found in various disease states^1^. LDs can act as energy stores since TG lipolysis releases fatty acids (FAs) for mitochondrial oxidation (FAO), a process that relies on long-chain FA conversion into acylcarnitines by the enzyme Cpt1a^2^. However, in macrophages, proinflammatory signals result in diminished FAO and increased TG synthesis with LD development^3,4^.

Inflammation has critical protective functions, but when unregulated can also cause disease, in which IL-1β and other proinflammatory cytokines are implicated^5^. Recent work has established a strong link between inflammatory activation signals and induced changes in macrophage metabolism that are essential for the cells to perform their subsequent functions^6^. Major components of this metabolic reprogramming include enhanced Warburg metabolism, associated with diminished oxidative phosphorylation (OXPHOS) and altered TCA cycle dynamics in which glucose carbon is redistributed via citrate/aconitate to the synthesis of FAs and itaconate^7^. Increased FA synthesis in inflammatory macrophages is associated with additional broad changes in lipid metabolism^8^, including the accumulation of TGs and CEs^3,9^, which are stored within LDs. TG synthesis depends on the acyl-CoA:diacylglycerol acyltransferases 1 and/or 2 (DGAT1,2)^10^, which catalyze the covalent addition of a fatty acyl chain to diacylglycerol (DG)^10^. LDs are the core energy storage organelles of adipocytes, but develop in other cell types as well, where they can again act as energy stores for fueling cell intrinsic ATP production via mitochondrial FAO^2,11^. However, LDs are recognized to mediate additional functions including the sequestration of toxic lipids and the prevention of excessive endoplasmic reticulum (ER) stress, and as lipid donors for autophagosome formation^2,12,13^. Of relevance for this study, there is also a body of literature which demonstrates that LDs act as a platform for eicosanoid production from the lipid substrate, arachidonic acid (AA)^14,15^.

In vivo, LD-containing macrophages are most well recognized in atherosclerotic lesions and in tuberculosis^1,16^. More recent work has highlighted the presence of foam cells in active multiple sclerosis, certain cancers, white adipose tissue during obesity, and in bronchoalveolar lavage from individuals suffering from vaping-related lung disease^1^. The ratio of TGs to CEs in LDs in different settings is likely to be important, and there is ongoing discussion regarding whether macrophages that contain CE-rich LDs are universally proinflammatory^17,18^.

Here we explore the significance of LDs in inflammatory macrophages. Macrophages stimulated with lipopolysaccharide (LPS) plus interferon-γ (IFNγ) accumulate TGs in LDs, and long-chain acylcarnitines. In these cells, inhibition of TG synthesis results in diminished LD development, and increased long-chain acylcarnitine levels, suggesting that FA fate is balanced between TG and acylcarnitine synthesis. Nevertheless, TG-synthesis is required for inflammatory macrophage function, as its inhibition negatively affects production of proinflammatory IL-1β, IL-6, and PGE2, and phagocytic capacity, and protects against LPS-induced shock in vivo. Failure to make PGE2 is critical for this phenotype, as exogenous PGE2 reverses the anti-inflammatory effects of TG-synthesis inhibition.

Our findings support the view that LDs are an integral consequence of a range of metabolic events that are initiated by LPS/IFNγ signaling, and that they have an important function in PGE2 synthesis, which is essential for maximal activation. This interpretation of LD function in inflammatory macrophages brings these organelles into focus as a potential therapeutic target for inflammatory disorders linked to excessive inflammatory mediator production.

## Results

### Fatty acid metabolism reprogrammed in inflammatory macrophages

Inflammatory macrophages increase the commitment of resources to fatty acid synthesis^7^. Consistent with this, these cells accumulate LDs^3,9^, but the functional significance of LDs in this setting is unclear, especially since inflammatory macrophages do not use FAO^3,4^. We began to address this by investigating the process and functional significance of TG synthesis in response to the proinflammatory stimulus provided by LPS plus IFNγ (Fig. 1a). We found that the expression of both *Dgat1* and *Dgat2*, the enzymes responsible for synthesizing TGs from DGs, increased in inflammatory macrophages as part of a broader transcriptional program including genes involved in TG synthesis and utilization (Fig. 1a), but that *Dgat1* was most strongly expressed (Supplementary Fig. 1a). *Gpat3*, which encodes the enzyme which catalyzes the conversion of glycerol-3-phosphate to lysophosphatidic acid in the synthesis of TG, was the TG synthesis pathway gene most upregulated as a result of inflammatory activation (Fig. 1a, Supplementary Fig. 1b). As expected, TG and LD accumulation were also marks of inflammatory activation (Fig. 1b–d; Supplementary Fig. 1c). Consistent with their use for TG synthesis (Fig. 1a), overall levels of free FA and DGs were diminished in inflammatory compared to resting macrophages (Fig. 1e). Lipidomics revealed broad, dynamic changes in lipids as a result of inflammatory activation, with the accumulation of phosphatidylcholines (PCs), phosphatidylinositols (PIs), phosphatidylehtanolamines (PEs), lysophosphotidylcholines (LPCs), sphingomyelins (SMs), CEs and hexosylceramides (HEXCERs) beginning as early as 2 h post activation (Supplementary Fig. 1d). This was not the case in IL-4-stimulated alternatively activated macrophages (Supplementary Fig. 1d), which actively fuel FAO by lipolysis and which, unlike inflammatory macrophages, do not contain visible LDs^4^. Despite the fact that FAO and OXPHOS are inhibited during inflammatory activation^3,19^, expression of *Cpt1a*, which encodes carnitine palmitoyltransferase 1 (Cpt1a), was found to be increased in inflammatory macrophages (Supplementary Fig. 1e). 

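RNA was sequenced from macrophages grown from the bone marrow of C57BL/6 mice, in 4 groups of 3 libraries each. The groups were resting macrophages (M0), macrophages stimulated for 18 h with IFNγ (50 ng/ml) and LPS (20 ng/ml), and each of these in the presence of the DGAT1 inhibitor T863 (DGAT1i, 50 μM). The deposited descriptions of 2 of the 3 M0 libraries with DGAT1i give the inhibitor another compound number, and both were read as T863. The paper names the TruSeq stranded mRNA kit for the libraries, whereas the deposited descriptions name a NEBNext kit. The authors deposited the number of reads counted on each of 47937 genes, without normalization. The genome build and the annotation behind these counts are not given in the sources used here, and the positions given for genes are those of GENCODE release M21 on GRCm38. Between 4996014 and 6621671 reads per library were counted on genes, with medians of 6048197 in M0, 6150430 in IFNγ + LPS, 6562654 in M0 with DGAT1i and 5645347 in IFNγ + LPS with DGAT1i. Counts were normalized by edgeR's TMM method and are given as CPM, 1 CPM being worth 4.28 to 7.58 reads in a library. TMM factors averaged 1.19 in M0 and 0.860 in IFNγ + LPS, and 1.14 and 0.855 in the same groups with DGAT1i. Libraries of a group correlated with r between 0.988 and 0.992 on log2 CPM, and they differed by 1.98 to 4.23 times what counting noise alone gives (chi-square per gene, 12 pairs of replicates). The filterByExpr function of edgeR left 11760 genes with enough reads for a test. All 12 libraries were fitted together with 1 mean per group, and genes with an adjusted p under 0.05 were taken as changed. Because reads carry no molecular identifiers, limits given for genes without reads cover counting error only.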

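Cpt1a (ENSMUSG00000024900.4, chromosome 19 from 3322334 to 3385733) stood at 121 ± 8.13 CPM (SD, n = 3) in M0 and at 252 ± 6.51 CPM (SD, n = 3) after IFNγ + LPS. Its log2 fold change was 1.06 (standard error 0.06, adjusted p = 6.01e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 12 libraries left out in turn, the log2 fold change stayed between 1.03 and 1.12. Of the other ways of processing, scaling by library size only moved it most, to 0.59. IFNγ + LPS changed the expression of 8615 of the 11760 genes by the same test, with 4361 genes higher and 4254 lower.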

Cpt1a is located in the outer mitochondrial membrane where it converts long chain FA into acylcarnitines that can then be transported into the mitochondrial intermembrane space prior to subsequent transfer into the matrix for entry into FAO. We found that increased Cpt1a was associated with a significant drop in carnitine and accumulation of long chain acylcarnitines (Fig. 1f, Supplementary Fig. 1f). This was despite parallel increases in expression of *Cpt2*, which encodes the enzyme that catalyzes the removal of carnitine from acylcarnitines (Supplementary Fig. 1e). These changes did not correlate with utilization of FA in FAO, since while incorporation of ^13^C from labeled palmitate into C16 acylcarnitine was increased in inflammatory vs. resting macrophages, its incorporation into the TCA cycle intermediate citrate was diminished (Fig. 1g). This is consistent with previous findings that FAO declines in inflammatory macrophages. Furthermore, in inflammatory compared to resting macrophages ^13^C from ^13^C-labelled glycerol was preferentially incorporated into the TG precursor glycerol phosphate, rather than being used in glycolysis, where it is measurable as labeled 3-phosphoglycerate (Supplementary Fig. 1g). 

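Cpt2 (ENSMUSG00000028607.16, chromosome 4 from 107903981 to 107923610) stood at 18.6 ± 1.38 CPM (SD, n = 3) in M0 and at 21.4 ± 0.275 CPM (SD, n = 3) after IFNγ + LPS. The log2 fold change of 0.20 (standard error 0.12) was not past the threshold (adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.16 and 0.27, and short of the threshold, with each library left out in turn. The paper names a separate dataset for Fig. 1a and Supplementary Fig. 1a and b, and does not name it for Supplementary Fig. 1e. Whether Supplementary Fig. 1e rests on these libraries is not stated outright in the sources used here. Scaling by library size only moved the median log2 fold change of all genes to -0.46. Cpt2 moved with it, to -0.27 (adjusted p = 0.0340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.0340 to 0.360 over all alternatives).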

Taken together, our data support the view that inflammatory macrophages divert available resources toward the conversion of FA to TG which are stored in LDs, or to the synthesis of long-chain acylcarnitines (Fig. 1h).

**Fig. 1:**
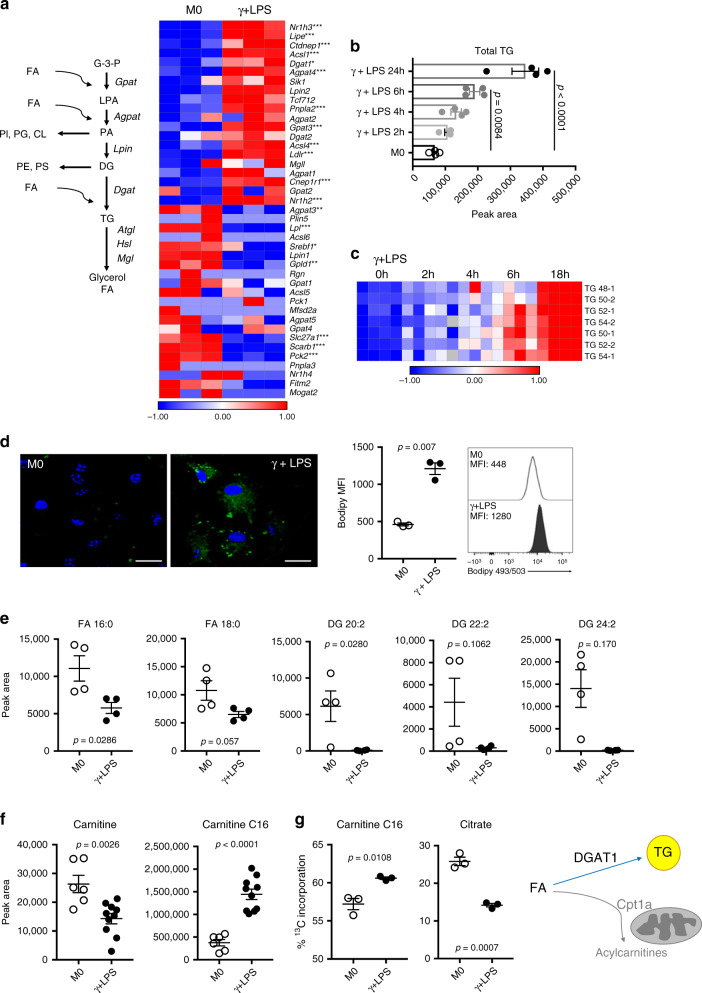
Inflammatory activation results in the remodeling of fatty acid metabolism. **a** TG biosynthesic pathway and expression of pathway genes, as measured using RNAseq, in resting (M0) and inflammatory macrophages (stimulated with IFNγ + LPS for 18 h) (*n* = 3 biologically independent samples). **b** Time-dependent accumulation of total TG, and **c** different TG species, in macrophages after IFNγ + LPS stimulation (*n* = 4 biologically independent samples). **d** Bodipy 493/503 staining in resting (M0) macrophages and macrophages stimulated with IFNγ + LPS, for 18 h, visualized by confocal microscopy and measured by flow cytometry (MFI, median fluorescence intensity). Scale bars represent 10 μm (*n* = 3 biologically independent samples). **e** Fatty acids (FA), and diacylglycerols (DG) (*n* = 4 biologically independent samples), **f** carnitine and C16 acylcarnitine (M0 *n* = 4; γ + LPS *n* = 10 biologically independent samples), and **g** total fraction contribution (FC) of palmitate carbons into C16 acylcarnitine and citrate. Resting (M0) macrophages and macrophages stimulated with IFNγ + LPS were cultured in the presence of 100 μM of ^13^C-palmitate for 18 h (*n* = 3 biologically independent samples). **h** Inflammatory macrophages convert FA to TG, which are stored in LDs (blue arrow), or to acylcarnitines through Cpt1a in the outer mitochondrial membrane (gray arrow). This manuscript is focusing on the significance of TGs for inflammatory macrophage activation. Data are represented as mean values ± s.e.m. One-way ANOVA with Bonferroni’s multiple comparison test (**c**); Unpaired two-tailed Student’s t test (**d**–**g**). (*p < 0.05, **p < 0.01, ***p < 0.001). **a** representative of one experiment, **b**–**f** representative of two experiments and **g** representative of tree experiments. Source data are provided as a Source Data file.

### DGAT1 promotes TG accumulation and inflammatory capacity

To ascertain the role of TGs in inflammatory macrophages, we used T863, a selective DGAT1 inhibitor (DGAT1i)^20^ to suppress TG accumulation (Fig. 2a, b; Supplementary Fig. 2a, b). This was accompanied by diminished LD accumulation (Fig. 2c), correlated with reduced staining with bodipy 493/503 (Fig. 2d; Supplementary Fig. 2c), and diminished C16 bodipy uptake (Fig. 2e; Supplementary Fig. 2d). DGATi also resulted in reduced levels of CEs and cardiolipins, and certain species of HEXCERs, PCs, PSs, and SMs, although it had no effect on PIs and caused increases in LPCs (Supplementary Fig. 2a). DGAT1i also caused the accumulation of substrate DGs in inflammatory macrophages (Fig. 2f; Supplementary Fig. 2e), but free FA levels were unaffected (Supplementary Fig. 2f), presumably because these were still being used to synthesize DGs. Suppression of DGAT1 using shRNA (Supplementary Fig. 2g) resulted in effects that were similar to those mediated by DGAT1i, with diminished TG accumulation (Fig. 2g) and staining with bodipy 493/503 (Fig. 2h; Supplementary Fig. 2h). We next queried the effects of the loss of DGAT1 function on inflammatory activation. We found that the failure to make TGs and thereby accumulate LDs in DGAT1i-treated or *Dgat1-*shRNA-transduced LPS/IFNγ-stimulated cells was accompanied by a significant reduction in inflammatory capacity, as measured by IL-1β (Fig. 2i, j; Supplementary Fig. 2i, j) and IL-6 production (Fig. 2k, l; Supplementary Fig. 2k). 

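In macrophages stimulated with IFNγ + LPS, Il1b mRNA (ENSMUSG00000027398.13, chromosome 2 from 129364570 to 129371139) was counted at 77.4 ± 10.9 CPM (SD, n = 3) without DGAT1i and at 23.9 ± 5.45 CPM (SD, n = 3) with it. The log2 fold change was -1.68 (standard error 0.13, adjusted p = 3.15e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.82 and -1.52 with each library left out in turn. Of the other ways of processing, testing without the filter on low counts moved it most, to -1.72. For Il6 (ENSMUSG00000025746.11, chromosome 5 from 30013114 to 30019981), values of 14.9 ± 1.10 CPM (SD, n = 3) without DGAT1i and 6.77 ± 1.63 CPM (SD, n = 3) with it gave a log2 fold change of -1.13 (standard error 0.20, adjusted p = 1.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without single libraries, Il6 stayed past the threshold, and this change moved most without replicate 2 of IFNγ + LPS with DGAT1i, to -1.34. In M0, Il6 had 0 reads with and without DGAT1i, and Il1b had 7 reads over 3 libraries without DGAT1i and 2 with it, so that an effect of DGAT1i on either gene in resting macrophages was not detectable at this depth.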

*Il1b* and *Il6* mRNAs were also diminished by DGAT1i (Supplementary Fig. 2l). IL-6 is known to be regulated by IL-1β^5^ and thus reduced levels of IL-6 in these assays may be a downstream effect of inhibition of IL-1β production. These data are consistent with a previous report that DGATi diminished inflammatory cytokine production in *Mycobacterium tuberculosis* infected THP1 cells (a human macrophage cell line)^21^. In addition, we observed marked reductions in mRNAs encoding the Macrophage Inflammatory Proteins 1α (*Ccl3*) and β (*Ccl4*), the inflammasome Nalp1 (*Nlrp1b*), and reductions in expression of additional genes involved in the inflammatory response including *Ido1* and *Il1a* in inflammatory macrophages as a result of DGAT1 inhibition (Supplementary Fig. 2l), attesting to the proinflammatory effects of TG synthesis. 

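In IFNγ + LPS-stimulated macrophages, Ccl3 (ENSMUSG00000000982.5, chromosome 11 from 83647844 to 83649355) stood at 32.3 ± 3.19 CPM (SD, n = 3) without DGAT1i and 10.2 ± 0.763 CPM (SD, n = 3) with it, a log2 fold change of -1.66 (standard error 0.14, adjusted p = 7.74e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl4 (ENSMUSG00000018930.3, chromosome 11 from 83662584 to 83664683) went from 19.4 ± 2.64 to 9.03 ± 0.418 CPM (SD, n = 3 each), a log2 fold change of -1.11 (standard error 0.15, adjusted p = 5.86e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nlrp1b (ENSMUSG00000070390.12, chromosome 11 from 71153102 to 71230733) was at 43.7 ± 4.60 CPM without and 21.6 ± 2.50 CPM with DGAT1i, a log2 fold change of -1.01 (standard error 0.11, adjusted p = 6.56e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1a (ENSMUSG00000027399.1, chromosome 2 from 129299610 to 129309972) dropped from 92.1 ± 10.4 to 27.5 ± 2.22 CPM, with a log2 fold change of -1.74 (standard error 0.11, adjusted p = 1.36e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ido1 (ENSMUSG00000031551.12, chromosome 8 from 24584136 to 24597009) was expressed at a far lower level, with 15, 11 and 23 reads in the libraries without DGAT1i and 1, 0 and 4 reads in those with it. Its log2 fold change of -3.06 (standard error 0.60, adjusted p = 7.86e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became -4.68 without replicate 3 of IFNγ + LPS with DGAT1i. Over single libraries left out, the other 4 log2 fold changes stayed between -1.73 and -1.59 for Ccl3, -1.21 and -1.04 for Ccl4, -1.11 and -0.96 for Nlrp1b, and -1.83 and -1.67 for Il1a. With Il1b and Il6, the paper names 7 inflammatory genes here, and 7 of 7 were past the threshold both over all genes tested and adjusted over the list alone; the study chose this list on these samples, so that the latter is not independent evidence. Without DGAT1i, Ccl3, Ccl4 and Nlrp1b were not higher after IFNγ + LPS than in M0, with log2 fold changes of -0.24, -0.68 and -0.02. By edgeR's quasi-likelihood test, Ccl3 and Ccl4 were past the threshold as lower, and Nlrp1b was not past it. Ccl3 was short of it without replicates 2 or 3 of M0 or of IFNγ + LPS. In M0, Ccl3 and Ccl4 stood at 37.9 ± 3.38 and 31.3 ± 2.10 CPM (SD, n = 3). From the reductions with DGAT1i, the paper concludes that TG synthesis has proinflammatory effects. Beside these mRNAs, it reports lower IL-1β and IL-6 production with DGAT1i and with Dgat1 shRNA, which these libraries do not measure.

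**Figure D1:**
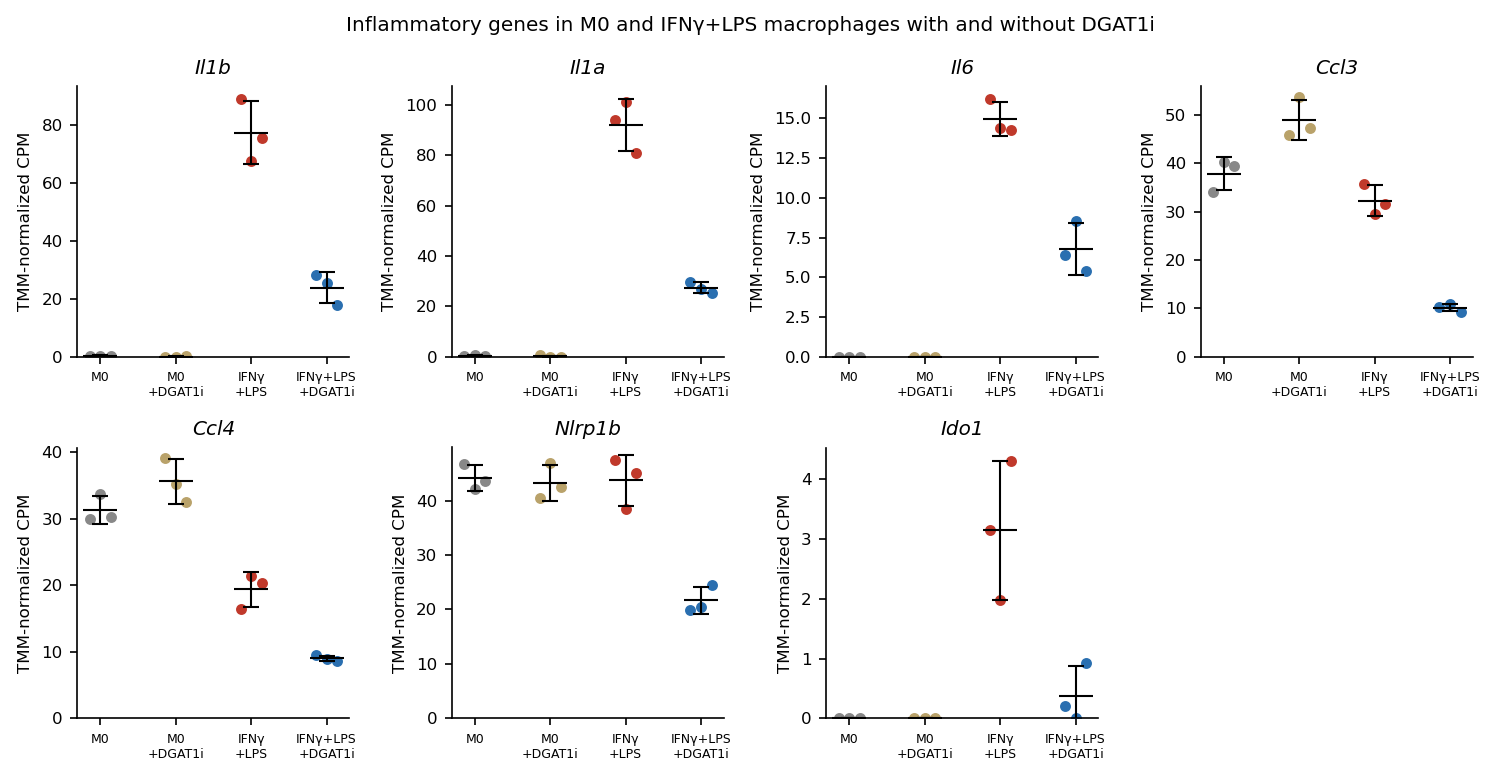
TMM-normalized CPM of 7 inflammatory genes in the 4 groups. Each point is 1 library (n = 3 per group), and the bars give the mean and SD. For each of the 7 genes, the libraries of IFNγ + LPS with DGAT1i lie below those of IFNγ + LPS alone.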

The reduction in *Il1a* expression is of interest since IL-1α was strongly implicated in the pathophysiology of atherosclerosis associated with foamy macrophage development in oleate-fed mice^22^. Earlier work showed that interfering with LD dynamics through the inhibition of TG hydrolysis negatively impacted the ability of macrophages to engage in phagocytosis^23^. Here, we observed reduced phagocytic ability following the loss of DGAT1 function (Fig. 2m; Supplementary Fig. 2m).

**Fig. 2:**
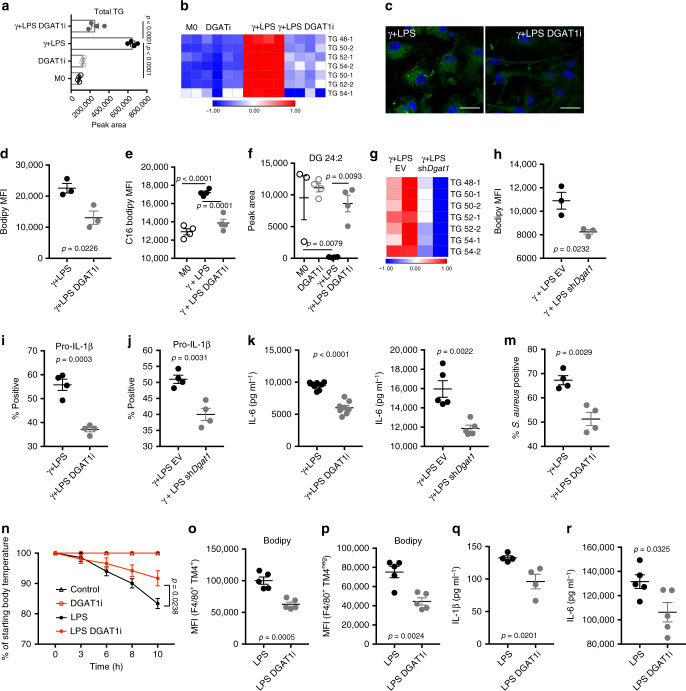
The loss of DGAT1 function decreases TG accumulation, LDs, and inflammatory function. **a** Effect of DGAT1 inhibitor T863 (DGAT1i) on total TG, and **b** distinct TG species (*n* = 4 biologically independent samples) in resting (M0) and macrophages stimulated with IFNγ + LPS. **c** Bodipy 493/503 fluorescence visualized by fluorescence microscopy (scale bars represent 10 μm) or **d** measured by flow cytometry (MFI, median fluorescence intensity) (*n* = 3 biologically independent samples). **e** C16 Bodipy uptake (*n* = 4 biologically independent samples). **f** Effect of DGAT1i on DG levels in M0 or macrophages stimulated with IFNγ + LPS (*n* = 4 biologically independent samples). **g** Effect of Dgat1-shRNA (sh*Dgat1*) or empty vector (EV) on TG species. **h** Bodipy 493/503 fluorescence in macrophages transduced with sh*Dgat1* or EV and treated with IFNγ + LPS (*n* = 3 biologically independent samples). **i** Pro IL-1β positive macrophages stimulated with IFNγ + LPS, plus/minus DGATi or **j** sh*Dgat1* (*n* = 4 biologically independent samples). **k**, **l** Effect of the loss of DGAT1 function on IL-6 production (k *n* = 8 and l *n* = 5 biologically independent samples). **m** Effect of DGAT1i on phagocytosis of *S. aureus* (PE-labelled) (*n* = 4 biologically independent samples). **n** C57BL/6 mice were injected with DGAT1i, or carrier, 30 min before receiving 8 mg kg^−1^ of i.p. LPS or PBS. Drop in body temperature was calculated in relation to the initial body temperature. **o** Bodipy 493/503 fluorescence in large (F4/80^+^TIM4^+^), and **p** small (F4/80^+^TIM4^neg^), peritoneal macrophages from the mice mice shown in (**n**), recovered at 10 h post injection of LPS or PBS (*n* = 5 biologically independent samples). **q** Serum IL-1β at 2 h post injection (*n* = 4 biologically independent samples). **r** Serum IL-6 at 10 h post injection (*n* = 5 biologically independent samples). For **a**–**g** and **k**–**m**, assays were at 18 h post activation; **i**, **j** at 6 h. Data are represented as mean values ± s.e.m. One-way ANOVA with Bonferroni’s multiple comparison test (**a, e, f, n**); Unpaired two-tailed Student’s *t* test (**d**, **h–m**, **p–r**). (**a**, **b**, **e**–**h**, **n**–**r**) representative of two or (**c**, **d**, **i**–**m**) three experiments. Source data are provided as a Source Data file.

We found that inhibiting DGAT1 also had significant effects on inflammation in vivo. T863 treatment of mice with LPS-induced systemic inflammation significantly diminished disease severity, which was measured as the hypothermic response to i.p. LPS injection (Fig. 2n). Mice that had received the drug were active and appeared unaffected by LPS injection at the time of sacrifice (10 h post injection), whereas those that had received carrier alone exhibited sickness signs, such as hunching, immobility, and piloerection. While in these experiments we cannot rule out systemic effects of T863 injection on cells other than macrophages, post mortem analysis of peritoneal macrophages revealed lower bodipy 493/503 staining in resident (F4/80^+^ TIM4^+^) and recruited (F4/80^+^ TIM4^neg^) macrophages (Fig. 2o, p; Supplementary Fig. 2n), indicative of lower LD formation. Thus i.p. T863 does impact the local macrophage response to LPS. Moreover, T863-treatment resulted in significantly decreased serum levels of the typical macrophage inflammatory products IL-1β (Fig. 2q) and IL-6 (Fig. 2r). These results are supportive of our in vitro findings and taken together the data indicate that the synthesis of TGs and their storage in LDs supports inflammatory macrophage activation.

### DGAT1 affects inflammatory macrophage metabolism

Macrophage activation driven by IFNγ plus LPS is linked to increased aerobic glycolysis and the diversion of the TCA cycle intermediates citrate/aconitate to the production of itaconate^6,7^. We reasoned that reduced inflammatory capacity associated with the loss of DGAT1 function might be linked to alterations in one or more of these parameters. However, we found that inhibition of TG synthesis had no significant effect on glucose carbon incorporation into lactate (a downstream product of aerobic glycolysis) (Fig. 3a) or citrate (Fig. 3b) or on extracellular acidification rate (ECAR, a measure of released lactate) (Fig. 3c, Supplementary Fig. 3a) or itaconate production (Fig. 3d, Supplementary Fig. 3b) in DGAT1i-treated or *Dgat1-*shRNA-transduced LPS/IFNγ-stimulated cells. We also assessed mitochondrial function. We found that inner membrane potential (a mark of the proton gradient across the inner membrane) (Fig. 3e; Supplementary Fig. 3c) and mitochondrial mass (Fig. 3f; Supplementary Fig. 3d) were equivalent or greater, respectively, in cells that lacked DGAT1 function, and that mitochondrial reactive oxygen species (ROS) were increased (Fig. 3g, Supplementary Fig. 3e, f). Consistent with diminished respiration in inflammatory macrophages^19^, ultrastructural analyses revealed that mitochondrial cristae in these cells were looser than in resting cells^24,25^, but this parameter was not obviously affected by DGAT1 inhibition (Fig. 3h). As expected, LDs were evident in inflammatory macrophages to a greater extent than in resting macrophages (Supplementary Fig. 3g), and these organelles were less frequent in cells treated with DGAT1i (Fig. 3h, i; Supplementary Fig. 3g).

**Fig. 3:**
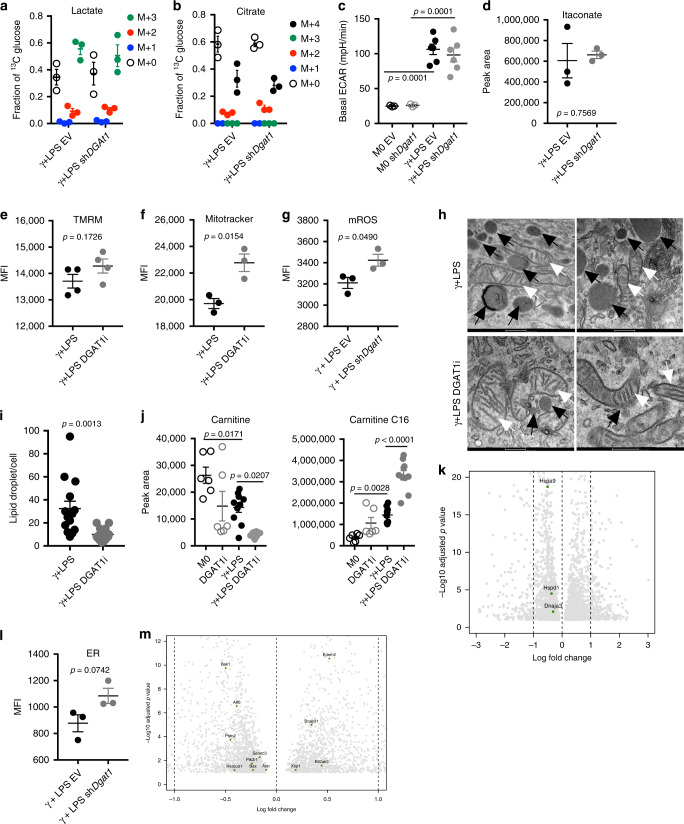
The lack of effect of the loss of function of DGAT1 on core metabolism in inflammatory macrophages. **a** Fraction contribution of glucose carbons into lactate and **b** citrate, in macrophages transduced with EV or sh*Dgat1*, stimulated with IFNγ + LPS for 18 h and cultured in ^13^C-glucose for the entire time (*n* = 3 biologically independent samples). **c** Basal ECAR of transduced macrophages cultured with IFNγ + LPS or without (M0) for 18 h (M0 *n* = 3, γ + LPS *n* = 6 biologically independent samples). **d** Total pool of itaconate in transduced macrophages cultured with IFNγ + LPS or without (M0) for 18 h (*n* = 3 biologically independent samples). **e** Effects of DGAT1 loss of function on mitochondrial membrane potential (*n* = 4 biologically independent samples), **f** mitochondrial mass and **g** mitochondrial reactive oxygen species after stimulation with IFNγ + LPS for 18 h (*n* = 3 biologically independent samples), (MFI, median fluorescence intensity). **h** Electron microscopy of macrophages at 18 h post stimulation with IFNγ + LPS without or with DGAT1i. Black arrows, LDs; white arrows, mitochondria (scale bars represent 500 nm). **i** LD/cell count fom electron microscopy (*n* = 14 cells from 3 biologically independent samples). **j** Carnitine and C16-acylcarnitine in resting (M0) or IFNγ + LPS-stimulated macrophages, cultured with or without DGAT1i for 18 h (M0 *n* = 6, DGAT1i *n* = 6, γ + LPS *n* = 10, γ + LPS DGAT1i *n* = 10 biologically independent samples). **k** Mitochondrial unfolded protein response genes at 18 h post stimulation with IFNγ + LPS without or with DGAT1i as measured using RNAseq (Log2 Fold change). **l** Endoplasmic reticulum (ER) mass in transduced macrophages stimulated with IFNγ + LPS for 18 h (*n* = 3 biologically independent samples). **m** ER stress response genes at 18 h post stimulation with IFNγ + LPS without or with DGAT1i as measured using RNAseq (Log2 Fold change). Data are represented as mean values ± s.e.m. One-way ANOVA with Bonferroni’s multiple comparison test (**a**–**c**, **j**); Unpaired two-tailed Student’s t test (**d**, **e**, **g**, **i**, **l**). **h**–**i**, **k**, **m** representative of one experiment, **a**–**g**, **j**, **l** representative of three experiments. Source data are provided as a Source Data file.

In other cell types, DGAT1 inhibition has been associated with increased ROS and increased long chain acylcarnitine accumulation^26^. Similarly, we found increased long chain acylcarnitine pools (Fig. 3j, Supplementary Fig. 3h), associated with diminished pools of carnitine (Fig. 3j) and correlated with increased mitochondrial ROS (Fig. 3g, Supplementary Fig. 3e, f) as a result of loss of DGAT1 function in inflammatory macrophages. However, these changes were not indicative of increased mitochondrial stress, as expression of mitochondrial-unfolded-protein response genes *Dnaja3, Hspa9*, and *Hspd1* was not increased upon DGAT1 inhibition (Fig. 3k, Supplementary Fig. 3i) in LPS plus IFNγ-stimulated macrophages.

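In IFNγ + LPS-stimulated macrophages, Dnaja3 (ENSMUSG00000004069.16, chromosome 16 from 4639989 to 4707695) stood at 63.0 ± 1.22 CPM (SD, n = 3) without DGAT1i and 50.7 ± 3.84 CPM (SD, n = 3) with it. The log2 fold change was -0.31 (standard error 0.08, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 on only the 6 libraries compared, Dnaja3 was no longer past the threshold (adjusted p = 0.0573 from the DESeq2 Wald test). Hspa9 (ENSMUSG00000024359.8, chromosome 18 from 34937414 to 34954357) fell from 367 ± 4.09 to 259 ± 15.7 CPM (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.05, adjusted p = 4.14e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Hspd1 (ENSMUSG00000025980.14, chromosome 1 from 55077835 to 55088243), 128 ± 3.30 CPM without and 99.6 ± 14.7 CPM with DGAT1i gave a log2 fold change of -0.37 (standard error 0.07, adjusted p = 1.04e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without single libraries these values ranged from -0.36 to -0.26 for Dnaja3, -0.54 to -0.46 for Hspa9 and -0.50 to -0.31 for Hspd1, and the genes stayed past the threshold. In M0, the log2 fold changes by DGAT1i were 0.24 for Dnaja3, 0.10 for Hspa9 and -0.00 for Hspd1. The DGAT1i responses in IFNγ + LPS and in M0 differed by -0.55, -0.60 and -0.36 on the log2 scale for the same genes, with adjusted p = 1.77e-04, 1.33e-08 and 0.00499 for this difference from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dnaja3 shares 160 bases of exon with Vasn in the annotation, and a pseudogene, Hspd1-ps3, covers 71.1% of the longest Hspd1 transcript at 95% identity or more.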

TGs are synthesized in the ER, which we have previously reported is significantly expanded in dendritic cells activated by LPS^27^. We found a similar effect in macrophages following stimulation with LPS plus IFNγ (Supplementary Fig. 3k). Whereas in DCs ER expansion was shown to require fatty acid synthesis, and to support increased cytokine production, here we found that despite causing diminished cytokine production, inhibition of TG synthesis resulted in an additional increase in ER (Fig. 3l, Supplementary Fig. 3j, k). We speculate that this may reflect the accumulation of intermediates of the TG synthesis pathway in the ER. However, a lack of transcriptional response within the unfolded-protein response genes *Xbp1, Ern1, Ddit3, Atf6, Hspa5, Eif2ak3, Atf4*, and *Cebpb* indicated that DGAT1 loss of function did not cause ER stress in inflammatory macrophages (Fig. 3m, Supplementary Fig. 3l).

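Of the 8 unfolded-protein response genes named, 5 were past the threshold for DGAT1i in IFNγ + LPS-stimulated macrophages, 2 with higher and 3 with lower expression. This threshold is on the adjusted p alone. Log2 fold changes of the 8 genes lay between -0.54 and 0.52, within the 2-fold limit drawn in Fig. 3k. Ddit3 (ENSMUSG00000025408.15, chromosome 10 from 127290774 to 127296288) stood at 76.2 ± 4.37 CPM (SD, n = 3) without DGAT1i and 52.3 ± 1.48 CPM (SD, n = 3) with it, a log2 fold change of -0.54 (standard error 0.09, adjusted p = 9.70e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf6 (ENSMUSG00000026663.6, chromosome 1 from 170704674 to 170867771) decreased from 119 ± 0.356 to 90.7 ± 3.85 CPM (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.06, adjusted p = 1.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf4 (ENSMUSG00000042406.7, chromosome 15 from 80255184 to 80257541) was at 395 ± 4.87 CPM without and 304 ± 18.8 CPM with DGAT1i, a log2 fold change of -0.38 (standard error 0.05, adjusted p = 1.03e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Eif2ak3 (ENSMUSG00000031668.14, chromosome 6 from 70844515 to 70905245) increased from 15.0 ± 1.98 to 20.5 ± 2.36 CPM, a log2 fold change of 0.45 (standard error 0.13, adjusted p = 0.00759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Xbp1 (ENSMUSG00000020484.18, chromosome 11 from 5520659 to 5525893) from 105 ± 3.78 to 120.2 ± 0.720 CPM, a log2 fold change of 0.19 (standard error 0.07, adjusted p = 0.0223 from the same test). These increases were less stable than the decreases. Eif2ak3 lost its call without replicate 1 of IFNγ + LPS and without replicate 1 of IFNγ + LPS with DGAT1i, with log2 fold changes between 0.35 and 0.53 over single libraries left out. Xbp1 lost its call without replicates 1 or 2 of IFNγ + LPS and without replicates 2 or 3 of IFNγ + LPS with DGAT1i. Over all single libraries left out, its log2 fold changes lay between 0.17 and 0.22. Ern1, Hspa5 and Cebpb had log2 fold changes of -0.12, -0.12 and 0.52 (standard errors 0.09, 0.05 and 0.20) and were not past the threshold (adjusted p = 0.335, 0.0723 and 0.0825 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hspa5 passed it without replicate 2 of IFNγ + LPS or replicate 1 of IFNγ + LPS with DGAT1i, and Cebpb without replicate 3 of M0. With only the 6 libraries compared, Cebpb was past the threshold by edgeR's quasi-likelihood test and by DESeq2's Wald test (Benjamini-Hochberg adjusted p = 4.16e-05 and 6.69e-09, against up to 0.222 over its alternatives). Hspa5 was past it without the filter on low counts (adjusted p = 0.0413 from edgeR's quasi-likelihood test). It was also past it with DESeq2's Wald test on 12 libraries (adjusted p = 0.0337, and 0.0336 with a prior). Its highest value over the alternatives was 0.188. Adjusted over the list alone, 7 of the 8 genes were past the threshold, which is not independent evidence because the study chose the list on these samples. Tested as a set with camera, the 8 genes had a median log2 fold change of -0.12 and were not past the threshold (adjusted p = 0.317 over 51 tests of lists). The fry test called the set lower (adjusted p = 0.00197 over the same tests).

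**Figure D2:**
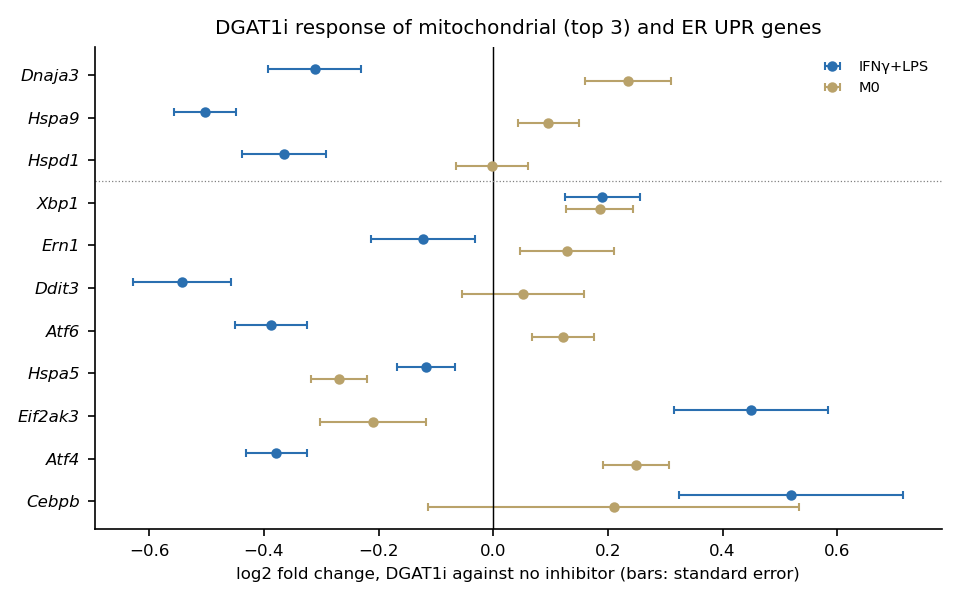
Log2 fold change by DGAT1i of the mitochondrial and the endoplasmic reticulum unfolded-protein response genes, in IFNγ + LPS-stimulated and in M0 macrophages. Points are fitted values and bars are standard errors (n = 3 libraries per group). In IFNγ + LPS, the values lie between -0.54 for Ddit3 and 0.52 for Cebpb.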

### TG synthesis regulates PGE2

As a means to understand underlying changes in inflammatory function, we explored the transcriptional signature associated with the loss of DGAT1 function. Inhibition of DGAT1 resulted in significant changes in expression of 285 genes (Supplementary Fig. 4a). 

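In macrophages stimulated with IFNγ + LPS, DGAT1i changed the expression of 3508 of the 11760 genes tested, 1589 higher and 1919 lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text names no threshold on the fold change for its count. With the limit of a 2-fold change that the lines in Fig. 3k mark, 433 genes were left, 253 higher and 180 lower. The setting that moved both counts most was DESeq2 on only the 6 libraries compared, with 1983 genes and, over 2-fold, 287 genes. Values did not overlap between the groups for 4674 of the 11760 genes, against 10% of genes by chance. Of the genes past the threshold among these that had an average log2 CPM of at least 2 over the 12 libraries, Ngp, Gprc5c, Clmp, Rasgrp3 and Clec10a had the 5 largest increases, and Nid2, Spc24, Gbp2b, Lipg and Gpr34 the 5 largest decreases. Gbp2b (ENSMUSG00000040264.10) dropped from 455 ± 7.02 to 53.5 ± 8.66 CPM (SD, n = 3 each), a log2 fold change of -3.09 (standard error 0.07, adjusted p = 4.46e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lipg fell from 16.8 ± 5.57 to 2.56 ± 1.39 CPM, a log2 fold change of -2.75 (standard error 0.38, adjusted p = 5.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clmp (ENSMUSG00000032024.10) rose from 4.06 ± 0.728 to 22.5 ± 5.17 CPM, a log2 fold change of 2.48 (standard error 0.21), and Ngp (ENSMUSG00000032484.8) from 1.35 ± 0.992 to 9.18 ± 1.56 CPM, a log2 fold change of 2.68 (standard error 0.33). Gprc5c and Clec10a stood below 1 CPM without DGAT1i and rose with it by log2 fold changes of 2.52 and 2.38. Rasgrp3 had 2 reads over the 3 libraries without DGAT1i and 11 with it, a ratio of 6.17 with a 95% counting interval from 1.35 to 57.3. Gpr34 had 9 and 1 reads, a ratio of 8.02 in the other direction with a 95% counting interval from 1.11 to 351. Nid2 and Spc24 had 12 and 6 reads over the 3 libraries without DGAT1i and 0 with it. This makes them at least 3.56-fold and at least 1.78-fold lower against a floor of 3 reads over the group. These bounds do not show their place among the 5 largest decreases, which rests on fitted values. Of these 4 genes, Nid2 stayed past the threshold without any 1 of the 12 libraries. The others did not. Rasgrp3 was short of the threshold without replicates 1 or 2 of either group. Spc24 was without replicate 3 of IFNγ + LPS or any replicate with DGAT1i. Gpr34 was without replicates 1 or 2 of IFNγ + LPS, replicates 1 or 3 with DGAT1i, or replicate 1 of M0.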

Amongst the six most significantly downregulated pathways within this set, three were linked to eicosanoids, with two specifically associated with the regulation of prostaglandin secretion (Fig. 4a, b). 

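The enrichment of pathways was not repeated, since the gene sets behind it are not among the sources used here, and the genes of Fig. 4b were tested one by one. In IFNγ + LPS-stimulated macrophages, Ptgs2 stood at 1799 ± 133 CPM (SD, n = 3) without DGAT1i and 1138 ± 79.4 CPM (SD, n = 3) with it, a log2 fold change of -0.66 (standard error 0.06, adjusted p = 4.34e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptges2 fell from 19.4 ± 1.03 to 11.3 ± 1.28 CPM (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.15, adjusted p = 6.61e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nod2 and Itgam were also lower with DGAT1i, with log2 fold changes of -0.58 and -0.60 (standard errors 0.10 and 0.07, adjusted p = 9.84e-06 and 9.68e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgam shares 3450 bases of exon on its strand with Gm49368 in the annotation, where a read belongs to neither gene alone. Mgst1 rose from 108 ± 4.40 to 224 ± 15.8 CPM, a log2 fold change of 1.05 (standard error 0.07, adjusted p = 5.36e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptges had a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was short of the threshold without any 1 of the replicates of IFNγ + LPS and without replicates 1 or 2 of IFNγ + LPS with DGAT1i. Over all single libraries left out, its log2 fold change lay between 0.21 and 0.35. Cbr1 and Ptges3, with log2 fold changes of 0.29 and 0.07 (standard errors 0.16 and 0.07), were not past the threshold (adjusted p = 0.169 and 0.47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although Cbr1 passed it without replicate 3 of IFNγ + LPS, with a log2 fold change of 0.47. Ptgs1 had 1, 5 and 1 reads in the libraries without DGAT1i, too few to detect a change of moderate size. The label Crb1 in Fig. 4b names another gene than the Cbr1 of the text, and Crb1 had 1 read over all 12 libraries. Adjusted over the list alone, 7 of the 9 genes that the text names for PGE2 synthesis were past the threshold, as over all genes tested, 2 higher and 5 lower, and the study chose this list on these samples, so that the list is not independent evidence.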

PGE2 is produced by inflammatory macrophages, in which expression of prostaglandin synthase *Ptges2* was elevated compared to in resting macrophages (Supplementary Fig. 4b). Furthermore, COX2 (encoded by *Ptgs2*) is upregulated in inflammatory macrophages compared to unstimulated macrophages (Supplementary Fig. 4b). In addition, expression of additional genes that regulate PGE2 synthesis, such as *Il1b*, *Ptges*, *Mgst1*, and *Nod2* were significantly upregulated, whereas *Ptgs1*, together with *Itgam* and *Cbr1* were downregulated (Supplementary Fig. 4b).

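Without DGAT1i, Ptges2 (ENSMUSG00000026820.5, chromosome 2 from 32395896 to 32405772) stood at 12.5 ± 1.66 CPM (SD, n = 3) in M0. The log2 fold change by IFNγ + LPS was 0.63 (standard error 0.14, adjusted p = 5.53e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 0.56 and 0.74 with single libraries left out. Scaled by library size only, the log2 fold change was 0.16 and no longer past the threshold (adjusted p = 0.273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest over its alternatives, of which the lowest was 4.27e-05).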

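Ptgs2 (ENSMUSG00000032487.8, chromosome 1 from 150100031 to 150108227) had 1, 4 and 3 reads in the M0 libraries, or 0.365 ± 0.199 CPM (SD, n = 3). Against this level, IFNγ + LPS gave a log2 fold change of 12.17 (standard error 0.13, adjusted p = 5.03e-50 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because few reads stand behind the M0 value, the log2 fold change ranged from 11.82 to 12.53 with single libraries left out.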

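Il1b had 1, 3 and 3 reads in the M0 libraries and rose with a log2 fold change of 7.81 (standard error 0.25, adjusted p = 2.25e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptges (ENSMUSG00000050737.13, chromosome 2 from 30889471 to 30929863) went from 0.369 ± 0.290 CPM (SD, n = 3) in M0, with 1, 2 and 5 reads, to 37.1 ± 1.07 CPM (SD, n = 3) after IFNγ + LPS, a log2 fold change of 6.57 (standard error 0.24, adjusted p = 1.84e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Ptges ranged from 6.22 to 7.34 with single libraries left out. Mgst1 (ENSMUSG00000008540.11, chromosome 6 from 138140316 to 138156755) stood at 44.6 ± 5.99 CPM in M0 and had a log2 fold change of 1.28 (standard error 0.08, adjusted p = 4.14e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nod2 (ENSMUSG00000055994.15, chromosome 8 from 88647315 to 88688474) rose from 4.61 ± 0.984 to 53.9 ± 5.04 CPM, a log2 fold change of 3.53 (standard error 0.14, adjusted p = 9.46e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptgs1 (ENSMUSG00000047250.13, chromosome 2 from 36230426 to 36252272) decreased from 29, 39 and 23 reads in M0, or 4.20 ± 0.996 CPM, to 0.433 ± 0.405 CPM. Its log2 fold change of -3.18 (standard error 0.47, adjusted p = 2.83e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became -4.27 without replicate 2 of IFNγ + LPS. Itgam (ENSMUSG00000030786.18, chromosome 7 from 128062640 to 128118491) was at 159.7 ± 5.17 CPM in M0 and 129.6 ± 10.9 CPM after IFNγ + LPS, a log2 fold change of -0.30 (standard error 0.06, adjusted p = 1.22e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cbr1 (ENSMUSG00000051483.8, chromosome 16 from 93605853 to 93610505) fell from 20.2 ± 1.67 to 13.3 ± 3.01 CPM, a log2 fold change of -0.59 (standard error 0.14, adjusted p = 2.23e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Ptges2 and Ptgs2, 9 of 9 genes were past the threshold over all genes tested and adjusted over the list alone, 6 higher and 3 lower.

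**Figure D3:**
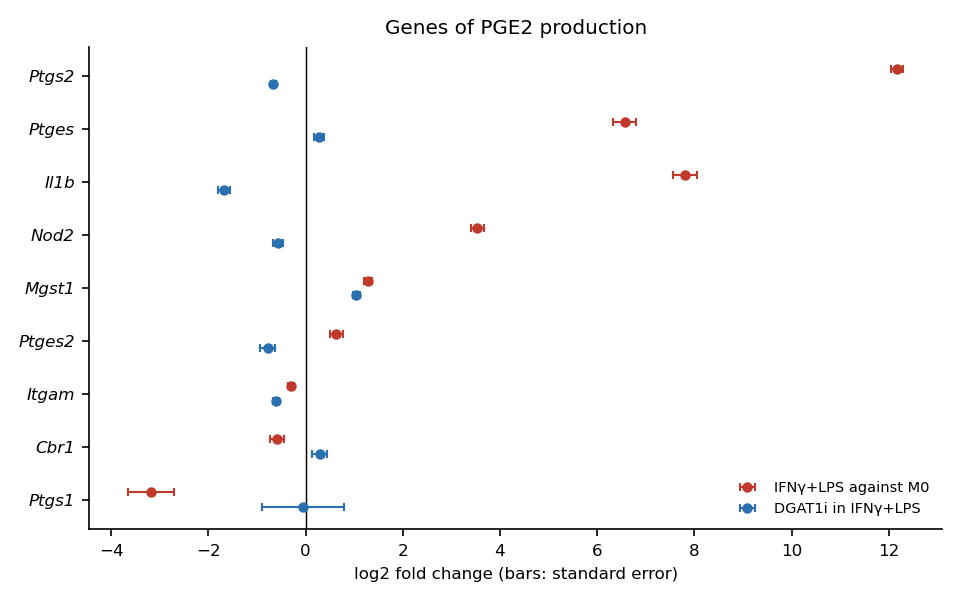
Log2 fold change of 9 genes linked to PGE2 synthesis, for IFNγ + LPS against M0 and for DGAT1i in IFNγ + LPS-stimulated macrophages. Points are fitted values and bars are standard errors (n = 3 libraries per group). The largest increase with IFNγ + LPS among the 9 genes is that of Ptgs2, whose M0 value rests on 8 reads.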

**Fig. 4:**
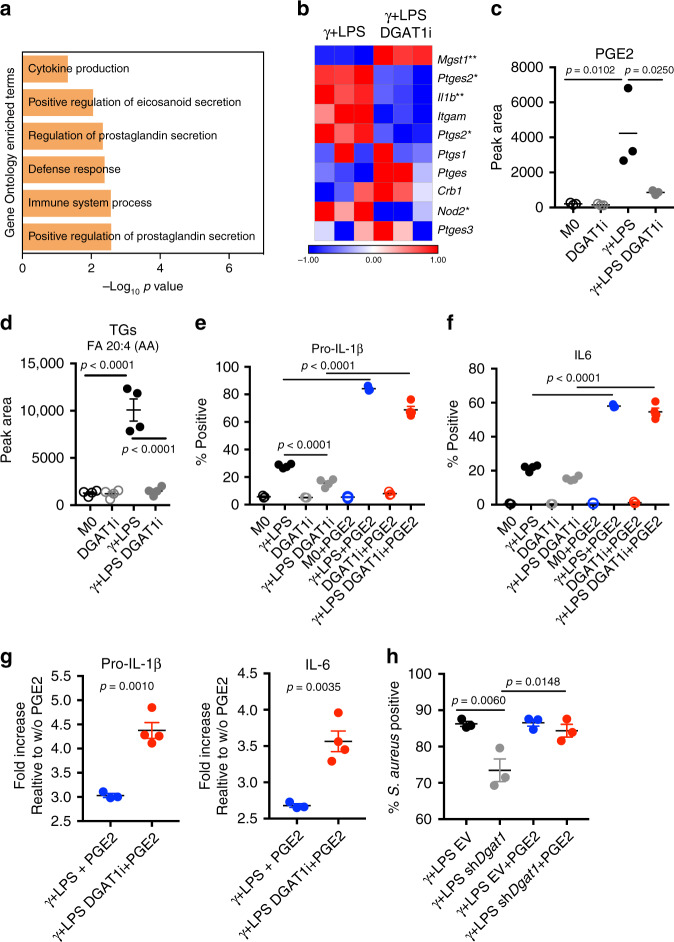
Reduced PGE2 production downstream of inhibited TG synthesis affects inflammatory macrophage function. **a** Down regulated enriched pathways in macrophages stimulated with IFNγ + LPS in the presence or absence of DGAT1i for 18 h. Assessed using RNAseq data. **b** Prostaglandin-E synthase activity genes expression at 18 h post stimulation with IFNγ + LPS without or with DGAT1i as measured by RNAseq. **c** Total pool of prostaglandin E2 (PGE2) in resting (M0) or IFNγ + LPS-stimulated macrophages, treated with or without DGAT1i for 18 h (*n* = 3 biologically independent samples). **d** TGs containing FA 20:4 (arachidonic acid) at 18 h in M0, or macrophages stimulated with IFNγ + LPS, with or without DGATi (*n* = 4 biologically independent samples). pro IL-1β (**e**) or IL-6 (**f**) positive macrophages (percentage cytokine-positive F4/80^+^ cells, measured by flow cytometry), 6 h after stimulation with IFNγ + LPS with or without DGATi and/or exognenous PGE2, as shown. PGE2 was added 1 h after IFNγ + LPS or IFNγ + LPS + DGATi, and cells were collected 5 h later (*n* = 3 for controls without γ + LPS and *n* = 4 for γ + LPS biologically independent samples). **g** Fold increases in pro IL-1β and IL-6 production (measured as percentage cytokine-positive F4/80^+^ cells) induced by exogenous PGE2 in macrophages stimulated with IFNγ + LPS in the presence or absencer of DGAT1i (γ + LPS + PGE2 *n* = 3, γ + LPS DGAT1i + PGE2 *n* = 4 biologically independent samples). **h** Effect of PGE2 on the ability of EV or sh*Dgat1*-transduced macrophages to phagocytose *S. aureus* (PE-labelled) after simulation with IFNγ + LPS. Data show percentage of F4/80^+^ cells positive for *S.aureus* (*n* = 3 biologically independent samples). Data are represented as mean values ± s.e.m. One-way ANOVA with Bonferroni’s multiple comparison test (**c**–**f**, **h**); Unpaired two-tailed Student’s *t* test (**g**). (*p < 0.05, **p < 0.01). (**a**, **b**, **d**) representative of one experiment, (**c**, **e**–**h**) representative of two experiments. Source data are provided as a Source Data file.

Recent findings have implicated autocrine effects of PGE2 in the production of IL-1β ^28^. Given that LDs are both TG stores and sites for PGE2 synthesis, and the loss of DGAT1 function resulted in loss of LDs and of IL-1β production, we asked whether this was associated with reduced PGE2 levels. We found that PGE2 production was significantly increased in response to inflammatory signals, and consistent with a role for TGs in PGE2 synthesis, suppressed by DGAT1 inhibition (Fig. 4c). Moreover, we found that inflammatory macrophages build FA 20:4 (AA)-containing TG stores, which serve to focus substrate for PGE2 synthesis within these organelles. The inhibition of TG synthesis prevented the accumulation of this substrate store (Fig. 4d and Supplementary Fig. 4c). The cells also contained FA 20:4 (AA) in PC, PE, PG and PS (Supplementary Fig. 4d), but for the most part these were not dynamically regulated by activation (Supplementary Fig. 4d). We next tested whether exogenous PGE2 was able to promote inflammatory cytokine production in the absence of DGAT1. Exogenous PGE2 increased pro IL-1β and IL-6 production by inflammatory macrophages in the presence of DGAT1i (Fig. 4e, f; Supplementary Fig. 4e, f) or *Dgat1-*shRNA (Supplementary Fig. 4g, h). There was also a proinflammatory effect of exogenous PGE2 in cells in which DGAT1 was functional (Fig. 4e, f; Supplementary Fig. 4g, h), but the PGE2-induced fold increase in cytokine production was significantly greater in cells in which TG synthesis was inhibited (Fig. 4g, Supplementary Fig. 4i). We next asked whether PGE2 could also rescue the loss of phagocytic ability associated with inhibited TG synthesis. We found that the addition of exogenous PGE2 prevented the decline in phagocytosis-competent cells associated with the loss of DGAT1 function (Fig. 4h). Moreover, PGE2 increased the intrinsic phagocytic capacity of both control and *Dgat1*-shRNA-transduced inflammatory macrophages (Supplementary Fig. 4j). Thus, our results indicate that inflammatory macrophages require increased TG synthesis and LD formation in order to allow the synthesis of PGE2 which provides a second signal for inflammatory activity.

## Discussion

Altered mitochondrial function, in which FAO and OXPHOS are inhibited and the TCA cycle is fragmented to support the use of citrate and aconitate for fatty acid and itaconate production respectively, are core metabolic features of inflammatory macrophage activation^3,6,7,29–31^. These events, alongside increased FA uptake and increased DGAT expression, create an environment in which TG synthesis is promoted. The finding that LDs, which store TGs, play an important role in maximizing inflammatory macrophage function raises the possibility that LD development is a major objective of metabolic rewiring in these cells.

Our data indicate that an activation induced increase in DGAT1 expression plays a dominant role in increased TG synthesis, while DGAT2 plays only a supportive role. Although we cannot exclude the possibility that the DGAT1 inhibitor T863 has off-target effects that impact inflammatory macrophage biology, data generated from experiments in which DGAT1 expression was suppressed by RNAi support the conclusion that DGAT1 is playing a critical role in the production of TGs and LDs in inflammatory macrophages. In both loss of function models, decreased TG synthesis and LD formation was associated with impaired inflammatory capacity. Our data are compatible with previous reports that DGAT1 inhibition is sufficient to reduce TG levels in macrophages and other cell types^32,33^.

A surprising finding from the current studies was that, correlated with increased *Cpt1a* expression, inflammatory macrophages have increased pools of long chain acylcarnitines. We reason that this reflects increased substrate levels due to increased FA uptake and synthesis, and subsequent acylcarnitine accumulation due to mitochondrial dysfunction with the cessation of FAO. The functional significance of acylcarnitine accumulation is unknown, but given that long-chain acylcarnitines increased further when TG synthesis was inhibited in inflammatory macrophages, it may serve as a default alternative pathway to LD development (Fig. 1h) for sequestering FA. Increased acylcarnitine accumulation following DGAT1 inhibition has been reported previously^32,34^. However, in MEFs, accumulated acylcarnitines due to DGAT1 inhibition were reported to themselves cause mitochondrial dysfunction^32^. Export of long chain acylcarnitines from mitochondria and from cells has been reported^35^, raising the possibility that accumulated acylcarnitines may be released to serve specific extracellular functions, including roles in sterile inflammation^36^ associated with macrophage activation. The dissociation of increased *Cpt1a* expression from FAO is important, since Cpt1a/Cpt2-dependent FAO generally works to counteract LD development in macrophages^37^, and enforced expression of a permanently active Cpt1a mutant in a macrophage cell line (RAW) increased FAO and subsequently prevented LD development and inhibited cytokine production in response to an inflammatory signal^38^.

Our findings indicate that TG synthesis is necessary for the accumulation of AA-containing TGs to act as a substrate reservoir for PGE2 synthesis. In this scenario, coordinated increases in LD development and expression of genes related to positive regulation of prostaglandin-E synthase activity enable the framework for enhanced PGE2 synthesis, which provides a strong positive feedback signal for the production of pro-IL-1β^28^. IL-1β is considered the gatekeeper of inflammation in both infectious and sterile settings, since it is able to broadly induce the production of other proinflammatory mediators such as IL-6, TNF, GM-CSF, G-CSF, IL-8, NO, as well as PGE2 and additional IL-1β^39^. While events that we have shown here to be linked to each other through LDs, such as IL-1β and PGE2 production, have been linked to protective mechanisms in microbial infections^40–42^, there are also clear examples in which exacerbated production of these mediators is linked to the development of severe diseases such as cancer, neurodegenerative diseases, atherosclerotic disease, and rheumatologic disorders^43–47^. Our findings raise the possibility of targeting TG synthesis for therapeutic purposes in these settings.

## Methods

### Mice and in vivo experiments

C57BL/6 mice (RRID: IMSR_JAX:000664) were from The Jackson Laboratory, and were maintained in specific pathogen-free conditions under protocols approved by the animal care committee of the Regierungspräsidium Freiburg, Germany, in compliance with all relevant ethical regulations. Mice were housed under controlled conditions, namely 20–21 °C, 55–65% relative humidity, and 12:12 light–dark cycle. Food was available ad libitum for all animals. Animals were 6–8 weeks old when used. They were euthanized by carbon dioxide asphyxiation followed by cervical dislocation, and bone marrow, blood, and peritoneal lavage were harvested post mortem. For in vivo studies, mice were injected i.p. with 8 mg kg^−1^ LPS (Sigma), and body temperature was monitored every 3 h for the duration of the experiment using an infrared thermometer (Bioseb). Mice were administered T863 (5 mg kg^−1^, i.p.; SML0539-Sigma) or an equivalent volume of solvent (dimethylsulfoxide, control) 30 min prior to LPS injection. Serum and peritoneal lavage were collected at 2 h or 10 h post LPS injection.

### Primary cell cultures

Bone marrow cells were grown in complete medium (RPMI-1640 medium containing 10 mM glucose, 2 mM l-glutamine, 100 U ml^–1^ penicillin–streptomycin and 10% FCS) with 20 ng ml^−1^ murine macrophage colony- stimulating factor 1 (CSF-1; Peprotech) for 7 days, and supplemented with CSF-1 on days 3 and 5. On day 7, macrophages were harvested and then maintained in 20 ng ml^−1^ CSF-1 for subsequent experiments in which they were either maintained in medium without any further additions (M0), or stimulated with 50 ng ml^–1^ IFN-γ (R&D systems) and 20 ng ml^−1^ LPS (M(γ + LPS)), or 20 ng ml^−1^ IL-4 (Peprotech; MI(L-4)), for 18 h. In some experiments, cells were treated with 50 μM T863 (Sigma) and/or 10 μM PGE2 (Sigma) throughout the 18 h period.

### Lipidomics

The protocol for lipid extraction was adapted from Matyash et al.^48^. Frozen cell pellets (5 × 10^5^ cells) were resuspended in ice cold PBS and transferred to glass tubes before the addition of methanol and methyl tert-butyl ether. The tubes were then shaken for 1 h at 4 °C. Water was added to separate the phases before centrifugation at 1000 × *g* for 10 min. The upper organic phase was collected and dried in a Genevac EZ2 speed vac. Samples were resuspended in 2:1:1 isopropanol:acetonitrile:water prior to analysis. LC–MS was carried out using an Agilent Zorbax Eclipse Plus C18 column using an Agilent 1290 Infinity II UHPLC inline with an Agilent 6495 Triple Quad QQQ-MS. Lipids were identified by fragmentation and retention time, and comparison to standards, and were quantified using Agilent Mass Hunter software. Comparisons were made between relative amounts of lipid between conditions, extracted from equivalent cell numbers. Peak areas were quantile-normalized across the batch to generate the lipid intensities used for the plots and subsequent statistics shown in this manuscript.

### FA 20:4 analysis

The extraction was done using the same method described on Lipidomics procedure, above. Data were acquired by LC–MS using an Agilent 1290 Infinity II UHPLC inline with a Bruker Impact II QTOF-MS operating in negative and positive ion mode (two injections per sample). Scan range was from 50 to 1600 Da. Mass calibration was performed at the beginning of each run. LC separation was on a Zorbax Eclipse plus C18 column (100 × 2 mm, 1.8 µm particles) using a solvent gradient of 70% buffer A (10 mM ammonium formiate in 60:40 acetonitrile:water) to 97% buffer B (10 mM ammonium formiate in 90:10 2-propanol:acetonitrile). Flow rate was from 400 µL min^−1^, autosampler temperature was 5 °C and injection volume was 2 µL. Data processing was carried out using Bruker MetaboScape 4 software. Fatty acid composition of TGs and Phospholipids was determined by matching measured spectra to reference spectra from LipidBlast. Peak height was used for relative quantification.

### Metabolite quantification

Targeted metabolite quantification was carried out using the same LC–MS machine that was used for lipidomics. Samples were extracted in 50:30:20 methanol:acetonitrile:H_2_O pre-cooled at −80 °C. Multiple reaction monitoring (MRM) settings were optimized for all metabolites using pure compounds. LC separation was on a Waters CSH-C18 column (100 × 2.1 mm, 1.7 µm particles) using a binary solvent gradient of 100% buffer A (0.1% formic acid in water) to 97% buffer B (50:50 methanol:acetonitrile). Flow rate was 400 µL/min, autosampler temperature was 4 °C, and injection volume was 3 µL. Data processing was performed by an in-house R script. Peak areas were normalized to a fully ^13^C-labelled yeast extract (ISOtopic Solutions, Vienna).

### Palmitate tracing

Cells (3 × 10^5^) were cultured in RPMI 1640, supplemented with 10 mM ^13^C-palmitate for 18 h, after which they were rinsed with cold 0.9% NaCl and extracted using 0.2 mL of 80% MeOH on dry ice, and dried using a SpeedVac. Label tracing was carried out using an Agilent 1290 Infinity II UHPLC inline with a Bruker impact II QTOF-MS operated in full scan (MS1) mode. LC parameters were identical to those used for targeted metabolite quantification. Data processing including correction for natural isotope abundance was performed by an in-house R script. Metabolite peaks were identified based on exact mass and matching of retention time to a pure standard.

### Glucose and glycerol tracing

Cells (3 × 10^5^) were cultured in RPMI 1640, supplemented with 10 mM ^13^C-glucose for 18 h. Separately, media was supplemented with 10 mM ^13^C-glycerol for 30 min prior to collection of samples at 18 h post stimulation. Cells were rinsed with cold 0.9% NaCl and extracted using 0.2 mL of 80% MeOH on dry ice. Ten nanomolar norvaline (internal standard) was added. Following mixing and centrifugation, the supernatant was collected and dried using a SpeedVac. Dried extracts were analyzed using gas chromatography–mass spectrometry (GC–MS) (Agilent 5977). Correction for natural isotope abundance and calculation of fractional contribution was performed as described elsewhere^49^.

### Lentiviral and retroviral production and cell transduction

HEK293T cells were transfected using Lipofectamine 3000 (Thermo Fisher Scientific) with lentiviral packaging vectors pCAG-eco and psPAX.2 plus empty pLKO.1 control (EV) with a puromycin selection cassette (all obtained from Addgene) or a shRNA containing pLKO.1 targeting DGAT1 (GE Dharmacon CAT# RMM4534-EG13350-TRCN0000124791). Virus was collected from the supernatant of the cells. Bone marrow cultures were transduced in the presence of polybrene (8 mg ml^−1^) on day 2 of culture. A 48 h, selection of transduced cells was performed with 6 μg ml^−1^ puromycin (Sigma).

### RNA sequencing

Total RNA was extracted with the RNAqueous-Micro Total RNA Isolation kit (Thermo Fisher Scientific) and quantified using Qubit 2.0 (Thermo Fisher Scientific), according to the manufacturer’s instructions. Libraries were prepared using the TruSeq stranded mRNA kit (Illumina) and sequenced in a HISeq 3000 (Illumina) by the Deep Sequencing Facility at the Max Planck Institute for Immunobiology and Epigenetics. Sequenced libraries were processed with a pipeline optimized by the Bioinformatics core at the Max Planck Institute for Immunobiology and Epigenetics^50^. Raw mapped reads were processed in R (Lucent Technologies) with DESeq2^51^ to determine differentially expressed genes and generate normalized read counts to visualize as heatmaps using Morpheus (Broad Institute).

### Flow cytometry

In vitro stimulated macrophages were incubated in 5 μg ml^−1^ anti-CD16/32 (#101302, Biolegend, 1:200), stained with Live Dead Fixable Blue (L23105,ThermoFisher, 1:500), and then surface stained with a fluorochrome- conjugated monoclonal antibody to F4/80 (BV421 #123131-Biolegend, clone BM8, 1:300), prior to fixation and permeabilization using BD Cytofix/Cytoperm kit (BD Biosciences) and staining with monoclonal antibodies to IL-6 (PE, #504503, Biolegend,clone MP5-20F3, 1:200) and pro IL-1β (FITC, #11-7114-82,eBioscience, clone NJTEN3, 1:200). Resting (M0) macrophages and macrophages stimulated with IFNγ + LPS, with or without DGAT1i 1 h priori to the addition of Brefeldin A (1:1000) were collected 5 h later. For ICS in cells treated with PGE2: cells were stimulated with IFNγ + LPS 1 h prior to tha addition of PGE2 (10 μM) and 1 h later Brefeldin A was added to the culture and ICS was performed after 5 h of subsequent culture. Peritoneal macrophages were incubated in 5 μg ml^−1^ anti-CD16/32 (#101302, Biolegend, 1:200), stained with Live Dead Fixable Blue (L23105,ThermoFisher, 1:500), and then surface stained with a fluorochrome-conjugated monoclonal antibody F4/80 (APCcy7 #123117-Biolegend, clone BM8, 1:300), CD11b (PEcy7, #101215-Biolegend, clone: M1/70, 1:300) and Tim4 (APC, #129907-BioLegend, clone: F31-5G3, 1:200). For mitochondrial superoxide staining, ER staining, Mitotracker and membrane potential macrophages were incubated with 5 μM MitoSOX (#M36008, ThermoFisher), 1 μM ER tracker green or red (#E34251,#34250, ThermoFisher), 50 nM Mitotracker Deep Red (#M22426, ThermoFisher), 50 nM TMRM (#T668, ThermoFisher) in complete media without FCS for 10 min for MitoSOX staining and in complete media with FCS for 30 min for ER staining and Mitotracker. TMRM was incubated for 5 min. pHrodo™ Red *Staphylococcus aureus* Bioparticles™ (#A10010, ThermoFisher, 100μg ml^−1^) was used for phagocytosis assays according to the manufacturer’s instructions. BODIPY™ 493/503 (#D3922, ThermoFisher, 2 μM) and BODIPY^®^ FL C16 (#D3821,ThermoFisher, 2μM) were used for neutral lipid staining and fatty acid uptake assays according to the manufacturer’s instructions. Data were acquired by flow cytometry on an LSRII or LSR Fortessa (BD Biosciences) and analyzed with FlowJo v.10.1 (Tree Star).

### Confocal microscopy

A total of 2 × 10^5^ macrophages were plated on a 10 mm cover slip in a 24-well plate. Cells were subsequently cultured with or without γ + LPS for 18 h, followed by staining with Bodipy 493/503 (#D3922, ThermoFisher, 2 μM) for 1 h, fixation in 2% PFA for 20 min and washing with PBS. Slips were mounted with Vectashield with DAPI (#H1500-10, Vector Laboratories) and sealed with nail polish before image acquisition using a Zeiss LSM 880 with Aryscan equipped with a 63× objective. Confocal images were analyzed and merged using ImageJ software.

### Electron microscopy

A total of 5 × 10^5^ macrophages were fixed in 2.5% glutaraldehyde (Sigma) in 100 mM sodium cocodylate (Sigma) and washed in cocodylate buffer. Following this step, samples were processed and imaged at the Electron Microscopy Laboratory at the University of Padova.

### ELISA

Concentrations of IL-1β and IL-6 in cell culture supernatants or blood serum were measured using cytokine-specific ELISAs (BioLegend ELISA Max kits, #431301-IL-6 and #432603- IL-1β), according to the manufacturer’s instructions. Absorbance was measured using a TriStar plate reader (Berthold Technologies). Standard curves were analyzed in Prism using second-order polynomial interpolation.

### ECAR measurements

ECAR measurements were made with an XF-96 Extracellular Flux Analyzer (Seahorse Bioscience). A total of 1 × 10^5^ BMDMs, were plated into each well of Seahorse X96 cell culture microplate and preincubated at 37 °C for a minimum of 45 min in the absence of CO_2_ in unbuffered RPMI with 1 mM pyruvate, 2 mM l-glutamine and 25 mM glucose, with pH adjusted to 7.4. ECAR was measured under basal conditions. Results were collected with Wave software version 2.4 (Agilent).

### Quantitative PCR with reverse transcription

RNA was isolated using the RNeasy kit (Qiagen) and single-strand cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). DGAT1 (Mm00515643_m1, Applied Biosystems) RT-PCR was performed with TaqMan primers using an Applied Biosystems 7000 sequence detection system. The expression levels of mRNA were normalized to the expression of β-actin (Mm02619580_m1, Applied Biosystems).

### Statistical analysis

Statistical analysis was performed using prism 7 software (Graph pad) and results are represented as mean ± s.e.m. Comparisons for two groups were calculated using unpaired two-tailed Student’s *t* tests, comparisons of more than two groups were calculated using one-way ANOVA with Bonferroni’s multiple comparison tests. We observed normal distribution and no difference in variance between groups in individual comparisons. Statistical significance: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001. Further details on statistical analysis are listed in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-sequence data have been deposited in Gene Expression Omnibus under the primary accession code GSE145523. The gene expression data set used in Fig. 1a and Supplementary Fig. 1a, b is available in Gene Expression Omnibus under accession code GSE123596 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi]. The code used for palmitate tracing data processing is available from the authors upon request. The source data underlying Figs. 1b–g, 2a, c–r, 3a–g, i, j, l, and 4c–h and Supplementary Figs. 1a, b, d, f–g, 2a, e–g, j, k, m, 3a, b, f, i, k, and 4d, g–j are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Guerrini V, Gennaro ML (2019). Foam cells: one size doesn’t fit all. Trends Immunol..

[2] Thiam AR, Farese RV, Walther TC (2013). The biophysics and cell biology of lipid droplets. Nat. Rev. Mol. Cell Biol..

[3] Huang YL (2014). Toll-like receptor agonists promote prolonged triglyceride storage in macrophages. J. Biol. Chem..

[4] Huang SC (2014). Cell-intrinsic lysosomal lipolysis is essential for alternative activation of macrophages. Nat. Immunol..

[5] Dinarello CA (2011). Interleukin-1 in the pathogenesis and treatment of inflammatory diseases. Blood.

[6] O’Neill LA, Pearce EJ (2016). Immunometabolism governs dendritic cell and macrophage function. J. Exp. Med..

[7] Jha AK (2015). Network integration of parallel metabolic and transcriptional data reveals metabolic modules that regulate macrophage polarization. Immunity.

[8] Dennis EA (2010). A mouse macrophage lipidome. J. Biol. Chem..

[9] Funk JL, Feingold KR, Moser AH, Grunfeld C (1993). Lipopolysaccharide stimulation of RAW 264.7 macrophages induces lipid accumulation and foam cell formation. Atherosclerosis.

[10] Yen CL, Stone SJ, Koliwad S, Harris C, Farese RV (2008). Thematic review series: glycerolipids. DGAT enzymes and triacylglycerol biosynthesis. J. Lipid Res..

[11] Henne, W. M., Reese, M. L. & Goodman, J. M. The assembly of lipid droplets and their roles in challenged cells. *EMBO J*. **37**, 10.15252/embj.201898947 (2018).10.15252/embj.201898947PMC600364629789390

[12] Chitraju C (2017). Triglyceride synthesis by DGAT1 protects adipocytes from lipid-induced ER stress during lipolysis. Cell Metab..

[13] Piccolis M (2019). Probing the global cellular responses to lipotoxicity caused by saturated fatty acids. Mol. Cell.

[14] Bandeira-Melo C, Weller PF, Bozza PT (2011). Identifying intracellular sites of eicosanoid lipid mediator synthesis with EicosaCell assays. Methods Mol. Biol..

[15] Melo RC, Weller PF (2016). Lipid droplets in leukocytes: organelles linked to inflammatory responses. Exp. Cell Res..

[16] Li AC, Glass CK (2002). The macrophage foam cell as a target for therapeutic intervention. Nat. Med..

[17] Childs BG (2016). Senescent intimal foam cells are deleterious at all stages of atherosclerosis. Science.

[18] Kim K (2018). Transcriptome analysis reveals nonfoamy rather than foamy plaque macrophages are proinflammatory in atherosclerotic murine models. Circ. Res..

[19] Cameron AM (2019). Inflammatory macrophage dependence on NAD. Nat. Immunol..

[20] Cao J (2011). Targeting Acyl-CoA:diacylglycerol acyltransferase 1 (DGAT1) with small molecule inhibitors for the treatment of metabolic diseases. J. Biol. Chem..

[21] Jaisinghani N (2018). Necrosis driven triglyceride synthesis primes macrophages for inflammation during. Front. Immunol..

[22] Freigang S (2013). Fatty acid-induced mitochondrial uncoupling elicits inflammasome-independent IL-1α and sterile vascular inflammation in atherosclerosis. Nat. Immunol..

[23] Chandak PG (2010). Efficient phagocytosis requires triacylglycerol hydrolysis by adipose triglyceride lipase. J. Biol. Chem..

[24] Cogliati S (2013). Mitochondrial cristae shape determines respiratory chain supercomplexes assembly and respiratory efficiency. Cell.

[25] Buck MD (2016). Mitochondrial dynamics controls T cell fate through metabolic programming. Cell.

[26] Liepinsh E (2016). Long-chain acylcarnitines determine ischaemia/reperfusion-induced damage in heart mitochondria. Biochem. J..

[27] Everts B (2014). TLR-driven early glycolytic reprogramming via the kinases TBK1-IKKɛ supports the anabolic demands of dendritic cell activation. Nat. Immunol..

[28] Zasłona Z (2017). The induction of Pro-IL-1β by lipopolysaccharide requires endogenous prostaglandin E. J. Immunol..

[29] O’Neill LAJ, Artyomov MN (2019). Itaconate: the poster child of metabolic reprogramming in macrophage function. Nat. Rev. Immunol..

[30] Williams NC, O’Neill LAJ (2018). A role for the Krebs cycle intermediate citrate in metabolic reprogramming in innate immunity and inflammation. Front. Immunol..

[31] Fuchs, A. L. et al. Quantitative. *Metabolites***9**, 10.3390/metabo9110248 (2019).

[32] Nguyen TB (2017). DGAT1-dependent lipid droplet biogenesis protects mitochondrial function during starvation-induced autophagy. Dev. Cell.

[33] Knight M, Braverman J, Asfaha K, Gronert K, Stanley S (2018). Lipid droplet formation in *Mycobacterium tuberculosis* infected macrophages requires IFN-γ/HIF-1α signaling and supports host defense. PLoS Pathog..

[34] Ackerman D (2018). Triglycerides promote lipid homeostasis during hypoxic stress by balancing fatty acid saturation. Cell Rep..

[35] Violante S (2013). Carnitine palmitoyltransferase 2 and carnitine/acylcarnitine translocase are involved in the mitochondrial synthesis and export of acylcarnitines. FASEB J..

[36] Rutkowsky JM (2014). Acylcarnitines activate proinflammatory signaling pathways. Am. J. Physiol. Endocrinol. Metab..

[37] Nomura M (2019). Macrophage fatty acid oxidation inhibits atherosclerosis progression. J. Mol. Cell Cardiol..

[38] Malandrino MI (2015). Enhanced fatty acid oxidation in adipocytes and macrophages reduces lipid-induced triglyceride accumulation and inflammation. Am. J. Physiol. Endocrinol. Metab..

[39] Dinarello CA (2011). A clinical perspective of IL-1β as the gatekeeper of inflammation. Eur. J. Immunol..

[40] Divangahi M (2009). Mycobacterium tuberculosis evades macrophage defenses by inhibiting plasma membrane repair. Nat. Immunol..

[41] Chen M (2008). Lipid mediators in innate immunity against tuberculosis: opposing roles of PGE2 and LXA4 in the induction of macrophage death. J. Exp. Med..

[42] Ridker PM (2017). Effect of interleukin-1β inhibition with canakinumab on incident lung cancer in patients with atherosclerosis: exploratory results from a randomised, double-blind, placebo-controlled trial. Lancet.

[43] Ridker PM (2017). Antiinflammatory therapy with canakinumab for atherosclerotic disease. N. Engl. J. Med..

[44] Lachmann HJ (2009). Use of canakinumab in the cryopyrin-associated periodic syndrome. N. Engl. J. Med..

[45] Leow MK (2012). PTEN haploinsufficiency, obesity, and insulin sensitivity. N. Engl. J. Med..

[46] Yagami T, Koma H, Yamamoto Y (2016). Pathophysiological roles of cyclooxygenases and prostaglandins in the central nervous system. Mol. Neurobiol..

[47] Venegas C, Heneka MT (2017). Danger-associated molecular patterns in Alzheimer’s disease. J. Leukoc. Biol..

[48] Matyash V, Liebisch G, Kurzchalia TV, Shevchenko A, Schwudke D (2008). Lipid extraction by methyl-tert-butyl ether for high-throughput lipidomics. J. Lipid Res..

[49] Buescher JM (2015). A roadmap for interpreting (13)C metabolite labeling patterns from cells. Curr. Opin. Biotechnol..

[50] Bhardwaj V (2019). snakePipes: facilitating flexible, scalable and integrative epigenomic analysis. Bioinformatics.

[51] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

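RNA sequencing libraries of bone marrow-derived macrophages were analysed in 4 groups of 3 libraries each: M0, IFNγ + LPS, M0 with DGAT1i, and IFNγ + LPS with DGAT1i, each at 18 h. Groups were taken from the deposited sample descriptions. The authors deposited the raw read counts per gene of the 12 libraries, made with the pipeline of their institute and without normalization. The counts cover 47937 genes by Ensembl identifier and version, of which 25746 had 0 reads in all libraries, and no filter on genes was seen. Of the identifiers, 39106 matched GENCODE release M21 with their version and 47224 without it; 713 had no gene symbol, among them 34 of the genes tested. Symbols and positions were taken from this annotation, on GRCm38. The aligner, the counting tool, the genome build and the annotation release behind the counts are not given in the sources used here.

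Totals per library ranged from 4996014 to 6621671 reads, with a median of 6099313.5. At this depth 1 CPM is worth between 4.28 and 7.58 reads after TMM scaling, so that genes below 1 CPM rest on a handful of reads. The common biological coefficient of variation was 0.0507. A fold change against a group with 0 reads in its 3 libraries is given as a lower bound, against a floor of 3 reads over the group, and with 1 to 3 reads over the group as a ratio with an exact 95% counting interval.

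Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which kept 11760, libraries were scaled by TMM, and a model with 1 mean per group was fitted to all 12 libraries with glmQLFit (robust). Contrasts were IFNγ + LPS against M0, DGAT1i in IFNγ + LPS, DGAT1i in M0, and the difference between the 2 DGAT1i responses. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were taken as changed. For DGAT1i in IFNγ + LPS, a second count took only changes over 2-fold, the limit drawn in Fig. 3k. The paper names DESeq2 without a design, filter or threshold, and DESeq2 1.42.0 was run as an alternative.

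Of 19 lists of genes written by hand in advance, 17 had genes past the filter. Lists were tested with camera from limma 3.58.1, with a correlation between genes of 0.01, on voom values for the contrasts with DGAT1i and their difference, which makes 51 tests, adjusted together by Benjamini-Hochberg. fry and camera with an estimated correlation were run beside it. Lists of genes that the paper names were chosen by the study on these libraries and are not independent evidence.

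Genes are named by a rule set in advance: every gene that the paper names from RNA sequencing or labels in Figs. 3k, 3m and 4b; for each of the first 3 contrasts the 5 largest increases and the 5 largest decreases among genes past the threshold with an average log2 CPM of at least 2 and no overlap between the groups; the 5 genes with the smallest p for the difference between the DGAT1i responses; and members of the lists. The paper's values in Figs. 3k, 3m and 4b had been seen when the rule was written. Malat1, Neat1 and the RNAs encoded in mitochondria were added after their values were seen.

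The methods were tested on simulated data, made from the counts with 200 changed genes. edgeR found 82% of the changes by IFNγ + LPS, 78% of those by DGAT1i in IFNγ + LPS, 87.5% of those by DGAT1i in M0 and 71.5% of the differences between the DGAT1i responses, with 12, 5, 11 and 3 false calls; DESeq2 found 77%, 76%, 79% and 66%. Of 15 simulated lists, camera and fry called the 3 shifted ones and no other. These lists held random genes simulated independently, so they do not test for false calls among genes that vary together. A simulated trend on gene length gave 805 false calls with edgeR, and 0 after the trend on GC content and length was taken out of each library.

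Alternatives, with their effect given in the closing section, were DESeq2's median-of-ratios size factors (RLE) or library size only in place of TMM, no filter on low counts, a filter at a mean CPM of 1, DESeq2 with and without a prior on the fold changes, fits of only the 6 libraries compared, an adjusted p under 0.1, the replicate number as a block, and each library left out in turn. Copies of genes were searched with BLAST 2.17.0 at 95% identity over 20% of the longest transcript. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway enrichment of Fig. 4a was not repeated, because its gene sets are not among the sources used here. The samples behind Fig. 1a were not analysed here as such, and no cytokine, lipid, metabolite or flow cytometry measurement was used here.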

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

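In this part, the use of scaling by library size only as a test of an explanation, and the tests of libraries exchanged between groups, of other dividing cells, of neutrophils and of splits with the DGAT1i effect common to both states taken out were chosen only after the result was seen.

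The paper does not report on the genes that DGAT1i changed in resting macrophages. In M0, DGAT1i changed 2869 of 11760 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1298 higher and 1571 lower. Over 2-fold changes numbered 372, of which 321 were lower. With every library thinned to the smallest total of 4996014 reads, 2623 genes were called, which argues against depth as the whole cause. With the 50 most abundant genes left out, which hold between 23.3% and 28.9% of the reads, 2830 genes were called. With each library's trend on GC content and transcript length taken out, 3065 were called, and with scaling by library size only 2977. Each of these counts stayed above 0.5 times the first. For 12 of 12 libraries, the 2 closest libraries were of their own group, which argues against libraries exchanged between groups. The real split gave the largest count of the 10 splits of the 6 libraries (1 of 10), a share that by itself cannot exclude chance with 3 libraries against 3. An effect of T863 on resting macrophages stays open as a hypothesis, and whether it would run through DGAT1 was not tested, since the libraries hold 1 inhibitor at 1 dose. No sequencing batch is given in the sources used here.

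Under the rule for naming genes, the largest increases with DGAT1i in M0 were those of Clec4n (log2 fold change 2.38), Ptges (2.15), Slc7a11 (1.80), Ccl5 (1.72) and Cdkl3 (1.61), and the largest decreases those of Gpr18, Pimreg (-1.98), Spn (-1.97), Cenpf (-1.96) and Cdc20 (-1.96). Gpr18 had 6 reads over the 3 M0 libraries and 0 with DGAT1i, at least 2.05-fold lower against the floor of 3 reads over the group. This bound does not show its place among the largest decreases, which rests on the fitted value. Without replicate 2 of M0 or without any replicate of M0 with DGAT1i, Gpr18 was no longer past the threshold (adjusted p up to 0.0792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptges rested on 8 reads in M0, and its log2 fold change rose to 2.92 without replicate 3 of M0. Ccl5 stood below 1 CPM in both groups and lost its call without any 1 replicate of M0 and without replicates 1 or 2 of M0 with DGAT1i. Over all single libraries left out, its log2 fold change lay between 1.48 and 1.89. Values did not overlap between the groups for 4442 of 11760 genes, against 10% by chance. Since genes of the same libraries can vary together, this share by itself cannot exclude chance either.

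For 2171 genes, the DGAT1i response differed between IFNγ + LPS and M0 by a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1019 differences above 0 and 1152 below 0, 388 of them over 2-fold. With every library thinned to the same total, 1997 such genes were called, without the 50 most abundant genes 2107, after correction for GC content and transcript length 2418, and with scaling by library size only 2111, each above 0.5 times the first count. The closest libraries were of the same group for 12 of 12 libraries here too. Of 100 splits drawn from 200, 1 gave as many genes, the real one, and the largest other split gave 920. The other splits mix libraries with and without DGAT1i, which adds the DGAT1i effect to the spread, so that by themselves they decide little. With the DGAT1i effect common to both states taken out first, again 1 of 100 gave as many genes, the largest other split gave 33, and chance can be excluded for this count. As a hypothesis found and tested on the same data, the response to DGAT1i may depend on activation for part of these genes.

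Among single genes, the differences with the smallest p were those of Ms4a6c, Crip1, Hist1h4c, Sh3bp5 and Tnfaip2. Ms4a6c was lower with DGAT1i in IFNγ + LPS (-0.62) and higher in M0 (0.67), a difference of -1.29. Sh3bp5 (-0.84 and 0.82, difference -1.66) and Tnfaip2 (-0.24 and 0.92, difference -1.16) moved the same way. Crip1 (1.05 and -0.49, difference 1.54) and Hist1h4c (0.53 and -1.01, difference 1.54) moved the other way. Adjusted p for the 5 differences lay between 1.58e-16 and 7.25e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over single libraries left out, the differences stayed between -1.35 and -1.24 for Ms4a6c, -1.69 and -1.62 for Sh3bp5, -1.21 and -1.10 for Tnfaip2, 1.47 and 1.62 for Crip1, and 1.49 and 1.62 for Hist1h4c. The exons of Ms4a6c share 1088 bases with BE692007 on the opposite strand, and Hist1h4c belongs to a family of histone genes with near-identical copies, so that counts of both depend on how reads were assigned. No test of this was made, and no biological explanation was tested for single genes.

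In IFNγ + LPS, lists outside the genes the paper discusses shifted with DGAT1i by camera. The NF-kB list had a median log2 fold change of -0.56 (21 of 22 genes lower), the list of type I interferon-induced genes -0.35 (20 of 22 lower) and the list of IFNγ-induced genes -0.26 (15 of 18 lower). Targets of NRF2 were higher, with a median of 0.47 (18 of 21 genes). The NF-kB list holds Il1a, Il1b, Il6, Ccl3, Ccl4 and Ptgs2, which the paper names. Adjusted over 51 tests by Benjamini-Hochberg, camera gave p = 9.52e-16, 2.36e-10, 5.88e-07 and 4.39e-13 for these lists, and fry called each of them; with an estimated correlation the type I interferon list was not called. After correction for GC content and transcript length, the medians were -0.57 for NF-kB, -0.36 for type I interferon and 0.43 for NRF2, which argues against such a bias as the cause. With single libraries left out, medians stayed between -0.59 and -0.54, between -0.38 and -0.33 and between 0.43 and 0.49 for these lists. The real split gave more called lists than the other splits (7 against 2 to 5, 1 of 10), a share that by itself cannot exclude chance. Adjusted within this comparison, camera called the NF-kB list in 9 of the 10 splits, the NRF2 and the type I interferon list in 7 each and the IFNγ-induced list in 1, so that for the first 3 a small p of camera does not set the real grouping apart. The largest median of another split was 0.23 in size for NF-kB, 0.21 for NRF2, 0.16 for type I interferon and 0.11 for the IFNγ-induced genes. A lower inflammatory program and a higher NRF2 program with T863 remain hypotheses, of which the first also rests on genes that the study had picked from these libraries.

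The neutrophil marker list rose with DGAT1i in IFNγ + LPS, with a median log2 fold change of 2.08 over the 4 genes past the filter (camera, adjusted p = 5.19e-05 over 51 tests). S100a8 rose by 1.92, S100a9 by 1.70, Ltf by 2.12 (1.67 to 2.82 with single libraries left out) and Ngp by 2.68. The 4 changes did not differ by more than their errors (chi-square test of 1 common change, p = 0.0972). This does not test for RNA of neutrophils in these cultures, which would raise its transcripts by 1 common factor only if their reads without DGAT1i had the same source, and IFNγ + LPS moved the genes apart (Ltf by -2.93, Ngp by -2.60, S100a8 by 0.34 and S100a9 by -0.36). Such RNA cannot be told apart from expression by the macrophages themselves, because M0 also held reads of these genes (45, 51 and 60 for S100a8, 68, 52 and 66 for Ngp), while Ly6g and Retnlg had 0 reads in all libraries and Camp had 1 to 7 per library. In IFNγ + LPS without DGAT1i, reads of 2 of the genes were few (1, 5 and 9 for Ltf, 1, 11 and 10 for Ngp), so that their changes with DGAT1i lead back toward the level of M0. Gene by gene, the list rose with DGAT1i by a median of 2.49 more in IFNγ + LPS than in M0. Of 100 splits, 1 gave a median as large, the real one, with or without the DGAT1i effect common to both states. Without single libraries its median in IFNγ + LPS stayed between 1.74 and 2.41. There, camera called the list in 5 of 10 splits, with a median of up to 1.41 in another split. With an estimated correlation, camera called the difference and not the change in IFNγ + LPS.

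In M0, DGAT1i lowered the cell-cycle list, with a median log2 fold change of -1.17 and 17 of 17 genes lower (camera, adjusted p = 1.34e-28 over 51 tests). After correction for GC content and transcript length, the median was -1.14, which argues against that bias. Fewer dividing cells of another type could give the same values as fewer dividing macrophages, and the median of -1.17 cannot be told apart between dividing macrophages and their progenitors, of which no list holds markers. Fibroblasts, erythroid cells and B cells are unlikely as the other type, since the 3 M0 libraries held 1 read over the 8 fibroblast markers and 0 reads over the 6 erythroid ones. Of the B cell markers, Cd79a and Pax5 had 0 reads there, Ms4a1 1 read and Cd79b 13, 20 and 16 reads, against 3146, 3812 and 2750 for the cell-cycle gene Mki67. For B cells this rests on the reads of these markers, without Ighm. The B cell list itself fell about as much as the cell-cycle list (medians of -1.19 and -1.17). Targets of NRF2 rose in M0 by a median of 0.57 (20 of 21 genes, adjusted p = 2.39e-21 by camera), and by 0.63 after the same correction. The PPAR and fatty acid oxidation list rose by a median of 0.15 (13 of 16 genes, adjusted p = 0.00388 by camera). The B cell marker list fell by a median of -1.19, which rests on 2 genes, Ighm and Cd79b (adjusted p = 0.0353 by camera, and not past the threshold with scaling by library size only, 0.0539, against 3.4e-05 by fry and 0.133 with an estimated correlation). fry called these 4 lists, and camera with an estimated correlation called the cell-cycle and NRF2 lists. Adjusted within this comparison, camera called 3 lists in the real split, and the B cell list was short of the threshold (adjusted p = 0.0559 by camera). At least as many lists came from 6 of 10 splits, so that chance cannot be excluded for the number of lists. For each of the 4 lists, the real split gave the largest median. In these splits, camera called the NRF2 list in 10 of 10 and the cell-cycle list in 9 of 10, so that for these 2 lists a small p of camera does not set the real grouping apart. The largest median of another split was 0.26 in size for NRF2 and 0.56 for the cell cycle.

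Between IFNγ + LPS and M0, the DGAT1i responses of 8 lists differed by camera, 1 of them the neutrophil list. The difference was taken for each gene, and its median is given for each list. It was -0.38 for ATF4 targets (13 of 17 genes below 0) and 0.72 for the cell cycle (15 of 17 above 0). For NF-kB it was -0.33 (16 of 22 below 0) and for NRF2 targets -0.23 (15 of 21 below 0). Phagocytic receptors had -0.34 (11 of 15 below 0) and the 7 inflammatory genes of the paper -1.10 (6 of 7 below 0). Its 3 mitochondrial unfolded-protein response genes had -0.55 (3 of 3 below 0). fry called 7 of the 8, all but the cell-cycle list, and camera with an estimated correlation called 2, the neutrophil list and the inflammatory genes. Several lists hold genes with 3 or fewer reads in a group, for which a fitted change is no bound. Without these, the median was -1.14 over 4 inflammatory genes, 0.65 over 15 cell-cycle genes, -0.37 over 18 NF-kB genes and -0.29 over 14 phagocytic receptors. After correction for GC content and transcript length, the mitochondrial genes had a median of -0.54. Of 100 splits drawn from 200, 2 gave at least 8 lists. List by list, a median as large came from 1 split each for the mitochondrial genes and the phagocytic receptors, from 2 for ATF4, 7 for the inflammatory genes, 11 for the cell cycle, 17 for NF-kB and 51 for NRF2. As for the genes, these splits carry the DGAT1i effect common to both states. With it taken out first, again 2 of 100 gave at least 8 lists. Another split thus gave as many as the real one, and the test was chosen after the result was seen. By itself it does not exclude chance for their number. A median as large then came from 2 splits for NF-kB and from 1 for each of the other 6 lists. Camera called the 8 lists in 7 to 26 of these 100 splits each, so that a small p of camera alone does not set the real grouping apart.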

How the results depend on the processing

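Each alternative in this part was set before the data were examined, and none was chosen after the result was seen.

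IFNγ + LPS changed 8615 genes, and between 8091 with DESeq2 and 9342 with scaling by library size only over the alternatives (8256 to 8778 with single libraries left out). DGAT1i changed 3508 genes in IFNγ + LPS, with 4282 at an adjusted p under 0.1, 2562 with DESeq2 on 12 libraries and 1983 with DESeq2 on only the 6 libraries compared (2916 to 3567 with single libraries left out). Over 2-fold, 433 genes changed, with 492 at an adjusted p under 0.1, 353 with DESeq2 on 12 libraries and 287 with DESeq2 on the 6 libraries (401 to 454 with single libraries left out). edgeR on the same 6 libraries gave 3317 and 374 genes. Counts with DESeq2 on the 6 libraries fell by more than 1.5 times, and the cause was not tested beyond the smaller number of libraries. In M0, DGAT1i changed 2869 genes, between 1943 with DESeq2 and 3525 at an adjusted p under 0.1 (2270 to 3017 with single libraries left out). The DGAT1i responses differed for 2171 genes, between 1478 with DESeq2 and 2861 at an adjusted p under 0.1 (1881 to 2160 with single libraries left out). Under the other alternatives, these counts of genes stayed within 1.5 times of the first.

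Scaling by library size only moved the median log2 fold change of all genes by IFNγ + LPS to -0.46, and it called 2340 genes higher and 7002 lower, against 4361 and 4254 with TMM. In M0, it called 885 genes higher and 2092 lower with DGAT1i, and for the difference of the DGAT1i responses 1229 above and 882 below 0. DESeq2's size factors (RLE) gave 4243 and 4350 for IFNγ + LPS. The log2 fold changes by IFNγ + LPS that turned with library size only, and were past the threshold with TMM or with library size only, were those of Cpt2 (-0.27), Ern1 (-0.31), Ptges3 (-0.25), Bcap31 (-0.42), Bax (-0.0741), mt-Rnr1 (-0.19), mt-Rnr2 (-0.23) and, at -2.51e-05, Dnaja3, each of them smaller than the shift of the median of all genes. That of S100a8 also turned (-0.13), short of the threshold with both. Of the log2 fold changes of named genes under an alternative, 39 passed the threshold, 91 fell short of it, 8 turned while past it in at least 1 of the 2 fits, and the other 2857 stayed on their side of it. The last number includes changes of sign that were short of the threshold in both fits.

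Of 51 tests of lists, 19 were past the threshold by camera, 8 with camera and an estimated correlation, 31 by fry, and between 19 and 21 with single libraries left out. Library size only and RLE also gave 19. Over lists and alternatives, 21 results passed the threshold, 13 fell short of it and 323 stayed on their side of it, which includes changes of direction short of the threshold in both fits. None turned while past it. Across genes, the mean correlation of the DGAT1i response with the response to IFNγ + LPS was -0.180, with -0.184 by library size only, -0.180 with RLE size factors, -0.234 over only genes changed over 2-fold by activation, and -0.211 over genes with a mean CPM of at least 10.

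Replicate numbers were checked as a block, since libraries of one number could have been made side by side. Once group means were taken out, libraries of different groups with the same number correlated between -0.107 and 0.108 over 7064 genes (median 0.0476, 2 of 18 pairs over 0.1). Those with different numbers correlated between -0.127 and 0.0954 (median -0.0175). The numbers thus do not pair all libraries. In the groups other than M0, each pair with the same number was above 0 (0.0428 to 0.108), while such pairs with M0 went both ways (-0.107 to 0.0516). A weak pairing outside M0 is therefore not excluded. With the replicate number as a block, 8635 genes changed by IFNγ + LPS, 3568 by DGAT1i in IFNγ + LPS, 433 of them over 2-fold, 2959 by DGAT1i in M0, 2268 differed between the DGAT1i responses, and 21 tests of lists were past the threshold, with LXR and ATF4 targets in M0 as the 2 further ones (adjusted p of camera 0.0418 each).

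Leaving out 1 library leaves a group of 2, whose spread is pooled with the other groups by the fit. Depth limits what can be read from genes below 1 CPM: DGAT1i effects on Il6, Il1b and Ido1 in M0 and on Ptgs1 in IFNγ + LPS were not detectable, and changes against groups with 3 or fewer reads are bounds or wide intervals. In the simulated data, edgeR found 91.0% of the changes of at least 2-fold by DGAT1i in IFNγ + LPS and 78% of all.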

Differences from the paper's values

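Each alternative named in this part was set before the data were examined, and no test was chosen after the result was seen.

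The paper's text gives 285 genes changed by DGAT1i in IFNγ + LPS. With the 2-fold limit drawn in Fig. 3k, 433 genes were found here, 1.52 times as many. Of 22 alternatives, 14 also differed by more than 1.5 times. Those that did not were DESeq2 on only the 6 libraries compared (287), DESeq2 on 12 libraries (353), the same with a prior on the fold changes (351), edgeR on only the 6 libraries (374), and fits without replicate 1 (410) or 2 (416) of IFNγ + LPS or without replicate 2 (401) or 3 (422) of IFNγ + LPS with DGAT1i. DESeq2 on the 6 libraries is thus the setting under which the count comes within 2 genes of the paper's 285. The other alternatives, among them both other scalings, both other filters, an adjusted p under 0.1, the replicate number as a block and the other 8 fits without a library, gave between 431 and 492. Without a limit on the fold change, 3508 genes were found, against the paper's 285, and 22 of 22 alternatives differed as well, with 1983 to 4282 genes.

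For Fig. 1a and Supplementary Fig. 1a and b, the paper names a separate dataset, which it does not name for Supplementary Fig. 1e. From the latter figure, whose samples are not stated outright to be these 12 libraries, the paper states that Cpt2 increases in inflammatory macrophages. Here, its log2 fold change of 0.20 was not past the threshold, with RLE size factors, both other filters, DESeq2, the block and only the 6 libraries it was not called either, and with library size only, which moved the median log2 fold change of all genes to -0.46, it was lower (-0.27). Cpt1a, which the paper also states to increase, was higher here by 1.06.

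The paper states that the 8 unfolded-protein response genes did not respond to DGAT1i in inflammatory macrophages. Here, 5 of the 8 were past the threshold, Ddit3 (-0.54), Atf6 (-0.39) and Atf4 (-0.38) lower and Eif2ak3 (0.45) and Xbp1 (0.19) higher. This threshold is on the adjusted p alone, and the paper names none for its statement. Log2 fold changes of the 8 genes, from -0.54 to 0.52, lay within the 2-fold limit drawn in Fig. 3k. Ddit3, Atf6 and Atf4 were called under each alternative run. Xbp1 was not called without the filter on low counts or with DESeq2 in 3 settings, and Eif2ak3 was not with DESeq2 on the 6 libraries. Xbp1 was also short of the threshold without replicates 1 or 2 of IFNγ + LPS or replicates 2 or 3 of IFNγ + LPS with DGAT1i. Eif2ak3 was short of it without replicate 1 of either group. Over all single libraries left out, log2 fold changes ranged from 0.17 to 0.22 for Xbp1 and from 0.35 to 0.53 for Eif2ak3. Hspa5 and Cebpb, short of the threshold here, were past it in other settings, Hspa5 (-0.12) without the filter on low counts and with DESeq2 on 12 libraries with and without a prior, and Cebpb (0.52) with edgeR and DESeq2 on only the 6 libraries. Without single libraries, Hspa5 was past it without replicate 2 of IFNγ + LPS or replicate 1 of IFNγ + LPS with DGAT1i, and Cebpb without replicate 3 of M0. As a set, the 8 genes were called lower by fry and not called by camera. For 15 genes labelled in Figs. 3k and 3m, log2 fold changes here and those read by eye from the figures had the same sign in 15 of 15 cases and differed by no more than the standard error.

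Fig. 4b marks Mgst1, Ptges2, Il1b, Ptgs2 and Nod2 as significant and leaves Itgam, Ptgs1, Ptges, Ptges3 and the gene labelled Crb1 unmarked. The 5 marked genes were past the threshold here. Of the unmarked ones, Itgam (-0.60) was past it under each alternative run. Ptges (0.28, adjusted p = 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was past it too. It was not past it with library size only, without the filter on low counts or with DESeq2 in 3 settings. Adjusted p ranged from 0.0189 to 0.201 over the alternatives with edgeR or DESeq2. Ptges was also short of the threshold without any 1 replicate of IFNγ + LPS or without replicates 1 or 2 of IFNγ + LPS with DGAT1i. Over all single libraries left out, its log2 fold changes ranged from 0.21 to 0.35. Cbr1, the gene that the text names, was not past the threshold, except without replicate 3 of IFNγ + LPS (adjusted p = 0.0424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).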

Other observations

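In this part, the test of a loss of cytoplasmic RNA and the tests of room to rise among NRF2 targets, for which the values of the single genes had been seen, were chosen only after the result was seen.

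For Fig. 1a the paper reports on genes of TG synthesis. In the libraries analysed here, Dgat1 rose from 12.7 ± 2.36 CPM (SD, n = 3) in M0 to 18.7 ± 1.28 CPM (SD, n = 3) in IFNγ + LPS, a log2 fold change of 0.55 (standard error 0.14, adjusted p = 2.91e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was short of the threshold with scaling by library size only (0.09). Gpat3 rose from 0.967 ± 0.236 CPM to 4.31 ± 0.836 CPM (SD, n = 3 each), a log2 fold change of 2.13 (standard error 0.34). Dgat2 had 1, 2 and 2 reads in M0 and 4, 10 and 9 in IFNγ + LPS, too few for the filter. With DGAT1i in IFNγ + LPS, the log2 fold changes of Dgat1 and Gpat3 were -0.01 and 0.68, the latter not past the threshold without replicates 1 or 3 of IFNγ + LPS or replicates 1 or 2 with DGAT1i (0.51 to 0.84 over single libraries left out). Cpt1a was lower with DGAT1i in IFNγ + LPS (-0.31) and higher in M0 (0.36), with a difference of -0.67 (adjusted p = 5.82e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

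Under the rule for naming genes, the largest increases with IFNγ + LPS were those of Nos2, Cxcl9, Saa3, Acod1 and Tgtp1. Nos2, Cxcl9, Saa3 and Tgtp1 had 0 reads in the 3 M0 libraries and were at least 34366-fold, 18611-fold, 7799-fold and 3651-fold higher against the floor of 3 reads over the group. Acod1 had 2 reads in M0 and 82602 with IFNγ + LPS, a ratio of 56962 with a 95% counting interval from 15768 to 470358. Tgtp1 has a near-identical copy in Tgtp2, and its counts depend on how reads were assigned. By the same floor, Il6 was at least 107-fold and Ido1 at least 22.5-fold higher. By fitted log2 fold change, the largest decreases were those of Hist1h3g, Kif18b, Hist1h2af, Hist1h1b and Hist1h3c. For increases and decreases alike, the bounds of genes with 0 reads in a group do not show their rank. Hist1h3g, Kif18b and Hist1h2af had 0 reads with IFNγ + LPS and were at least 192-fold lower for the first and at least 129-fold lower for the others. Hist1h1b and Hist1h3c had 2 and 1 reads there, ratios of 1278 and 1438 with 95% counting intervals from 354 to 10556 and from 258 to 56819. Histone genes such as Hist1h3g, Hist1h2af and Hist1h3c have near-identical copies, and their counts depend on how reads were assigned. Values did not overlap between the groups for 8862 of 11760 genes, against 10% by chance. The real split gave the largest count of changed genes of 10 for IFNγ + LPS and for DGAT1i in IFNγ + LPS, over 2-fold included (1 of 10 each), so that the splits by themselves cannot exclude chance in these designs of 3 libraries against 3. For DGAT1i in IFNγ + LPS, values did not overlap for 4674 of 11760 genes, against 10% by chance. In both comparisons, genes of the same libraries can vary together, so that such shares by themselves cannot exclude chance either.

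A planned test asked whether DGAT1i partly reverses the response to IFNγ + LPS over all genes. The 2 responses share the IFNγ + LPS libraries, which alone gives a negative correlation, so they were taken from separate libraries, in 3 choices. Across 11760 genes, which are not independent replicates, Pearson's r was -0.180 on average, and -0.184 to -0.174 over the choices, and Spearman's rho -0.146. In 50 simulations with activation but no effect of DGAT1i, r lay between -0.0225 and 0.0285. As these held no effect of DGAT1i, they do not test whether a response to it other than a reversal could give a negative r. The observed values go with a partial reversal, which would account for a small part of the response to DGAT1i, but they do not single it out.

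A second test, not part of the planned design, asked whether part of the response to DGAT1i does not need activation. The responses in M0 and in IFNγ + LPS, which share no library, correlated across genes with r of 0.215 (Spearman's rho 0.214). Of the genes called, 1151 were shared, against 855.8 if the calls were independent, and 875 of these moved the same way, 434 higher and 441 lower, while 276 moved in opposite ways. This is consistent with a shared part, which T863 may bring about with or without DGAT1.

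By camera, NRF2 targets rose less with DGAT1i in IFNγ + LPS than in M0. Of 100 splits, 51 gave a median of the differences of single genes as large. With the DGAT1i effect common to both states taken out first, 1 did, the real one. Chance is thus excluded for it only by the second of these tests, which was chosen after the result was seen. The hypothesis that genes already raised by IFNγ + LPS have less room to rise was tested within the list of 21 genes. The difference of the DGAT1i responses fell with the response to IFNγ + LPS, with a Spearman's rho of -0.545 (one-sided permutation test, 100000 permutations, p = 0.00582) and a Pearson's r of -0.620 (one-sided permutation test, p = 0.0016). Both measures share libraries, and with the 2 responses taken from separate libraries rho lay between -0.583 and -0.490 over 9 choices (one-sided permutation test, 10000 permutations, p from 0.0022 to 0.0142). Over all genes, the same relation gave rho between -0.344 and -0.324. The values are consistent with less room to rise, but they do not set NRF2 targets clearly apart from other genes.

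Mitochondrial rRNAs and the nuclear RNAs Malat1 and Neat1 were higher with DGAT1i. The log2 fold changes were 0.37 in IFNγ + LPS and 0.41 in M0 for mt-Rnr1, 0.29 and 0.31 for mt-Rnr2, 0.26 and 0.58 for Malat1 and 0.53 and 0.51 for Neat1. These genes were chosen after their values were seen. A loss of cytoplasmic RNA from treated cells could raise all RNAs held in mitochondria and nuclei. The median of the 7 mitochondrially encoded mRNAs past the filter was 0.13 in IFNγ + LPS and 0.19 in M0. Of the 7, mt-Cytb was called lower in IFNγ + LPS (-0.35) by edgeR's quasi-likelihood test, and 3 were called higher in M0. Of the other nuclear RNAs past the filter, Rn7sk (0.08 in IFNγ + LPS and -0.10 in M0), Rpph1 (0.15 and -0.31) and Kcnq1ot1 (0.18 and 0.29) were not past the threshold in either. Values such as those of mt-Cytb and Rn7sk go against a rise of all such RNAs. For part of the rise, the explanation cannot be told apart from a change in transcription or in library preparation, because the members went both ways.

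Lists not past the threshold by camera are given here as medians of the log2 fold change. With DGAT1i in IFNγ + LPS, these were 0.04 for cholesterol synthesis, -0.07 for fatty acid synthesis, 0.02 for LXR targets, 0.11 for PPAR and fatty acid oxidation, -0.07 for phagocytic receptors, -0.26 for ATF4 targets, -0.33 for the cell cycle (-0.52 over the 15 genes with more than 3 reads in each group), 0.48 for the 2 B cell markers, -0.12 for the 8 unfolded-protein response genes and -0.58 for the 9 genes of PGE2 synthesis that the paper names. Of these, fry called the unfolded-protein response genes, PGE2 synthesis, phagocytic receptors and ATF4 targets lower and PPAR and fatty acid oxidation higher (adjusted p of fry 0.00197, 6.67e-04, 6.41e-04, 0.00578 and 0.00157 over 51 tests), and after correction for GC content and transcript length camera called the last (adjusted p = 0.0470). Of the 2 B cell markers, 1 had 3 or fewer reads in a group of IFNγ + LPS, and the other alone had -0.52, not past the threshold. The lists of fibroblast and erythroid markers had 0 genes past the filter. The lists of PGE2 synthesis (without replicate 2 of IFNγ + LPS or replicate 1 of IFNγ + LPS with DGAT1i), of phagocytic receptors (without replicate 3 of IFNγ + LPS) and of PPAR and fatty acid oxidation (without replicate 2 of IFNγ + LPS with DGAT1i) passed the threshold without single libraries, with adjusted p of camera down to 0.048, 0.0379 and 0.0452. In M0, the medians for LXR and ATF4 targets were 0.24 and 0.15, not past the threshold. LXR targets passed it without replicates 1 or 3 of M0, replicate 2 of M0 with DGAT1i or replicate 3 of IFNγ + LPS with DGAT1i (adjusted p of camera down to 0.0333) and with every library thinned to the same total (0.0431), and ATF4 targets without replicate 2 of M0 or replicates 1 or 2 of M0 with DGAT1i (down to 0.0105) and with scaling by library size only (0.0406). In M0, fry called LXR and ATF4 targets higher (adjusted p of fry 0.00109 and 0.0223), and also phagocytic receptors higher and IFNγ-induced genes lower (0.00538 each, medians 0.15 and -0.15). The other medians in M0, called by neither test, were 0.06 for cholesterol synthesis, -0.05 for fatty acid synthesis, -0.45 for neutrophil markers, -0.13 for NF-kB, -0.14 for type I interferon-induced genes, 0.13 for the unfolded-protein response genes, -0.04 for the inflammatory genes, 0.10 for the mitochondrial ones and 0.07 for PGE2 synthesis. For the difference of the DGAT1i responses, fry called LXR targets (-0.22), the unfolded-protein response genes (-0.12) and PGE2 synthesis (-0.02) as below 0. It called the 2 B cell markers (1.67) as above 0. In this order, adjusted p of fry was 0.0225, 0.00495, 0.0367 and 0.00630. Without genes with 3 or fewer reads in a group, the median for PGE2 synthesis was -0.68 over 7 genes (5 below 0 and 2 above). The 1 B cell marker left had a difference of 0.64, not past the threshold. Neither test called cholesterol synthesis (0.00665), fatty acid synthesis (0.23), IFNγ-induced genes (-0.10), type I interferon-induced genes (-0.09) or PPAR and fatty acid oxidation (-0.00952). Of the genes that the paper names, the 7 inflammatory and the 3 mitochondrial unfolded-protein response genes were past the threshold by camera with DGAT1i in IFNγ + LPS, with medians of -1.65 and -0.37. Adjusted within this comparison, camera called them in 9 and 3 of 10 splits, with medians of up to 0.59 and 0.22 in size in another split. For fatty acid synthesis in IFNγ + LPS, the mean was 0.21 and the camera test pointed upward while the median was below 0.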
